# Modulation of mitochondrial activity by sugarcane (*Saccharum officinarum* L.) top extract and its bioactive polyphenols: a comprehensive transcriptomics analysis in C2C12 myotubes and HepG2 hepatocytes

**DOI:** 10.1007/s13659-023-00423-x

**Published:** 2024-01-05

**Authors:** Kengo Iwata, Farhana Ferdousi, Yoshinobu Arai, Hiroko Isoda

**Keywords:** Sugarcane top, Polyphenol, Mitochondria, PGC-1α, Fatty acid metabolism, Inflammatory cytokine

## Abstract

Age-related mitochondrial dysfunction leads to defects in cellular energy metabolism and oxidative stress defense systems, which can contribute to tissue damage and disease development. Among the key regulators responsible for mitochondrial quality control, peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC-1α) is an important target for mitochondrial dysfunction. We have previously reported that bioactive polyphenols extracted from sugarcane top (ST) ethanol extract (STEE) could activate neuronal energy metabolism and increase astrocyte PGC-1α transcript levels. However, their potential impact on the mitochondria activity in muscle and liver cells has not yet been investigated. To address this gap, our current study examined the effects of STEE and its polyphenols on cultured myotubes and hepatocytes in vitro. Rhodamine 123 assay revealed that the treatment with STEE and its polyphenols resulted in an increase in mitochondrial membrane potential in C2C12 myotubes. Furthermore, a comprehensive examination of gene expression patterns through transcriptome-wide microarray analysis indicated that STEE altered gene expressions related to mitochondrial functions, fatty acid metabolism, inflammatory cytokines, mitogen-activated protein kinase (MAPK) signaling, and cAMP signaling in both C2C12 myotubes and HepG2 hepatocytes. Additionally, protein–protein interaction analysis identified the PGC-1α interactive-transcription factors-targeted regulatory network of the genes regulated by STEE, and the quantitative polymerase chain reaction results confirmed that STEE and its polyphenols upregulated the transcript levels of PGC-1α in both C2C12 and HepG2 cells. These findings collectively suggest the potential beneficial effects of STEE on muscle and liver tissues and offer novel insights into the potential nutraceutical applications of this material.

**Graphical Abstract:**

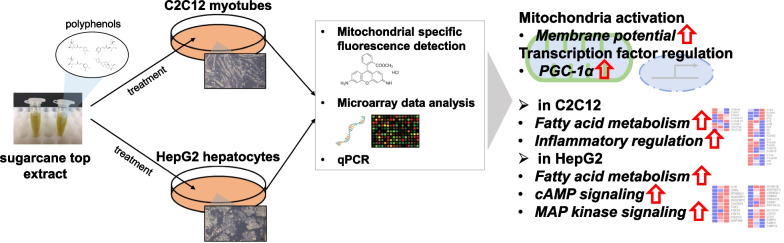

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s13659-023-00423-x.

## Introduction

Mitochondria, often referred to as the cellular "powerhouses" responsible for ATP production, play a crucial role in maintaining cellular function and appropriate responses to stress. In non-mitotic cells like cardiomyocytes and skeletal muscle cells, the aging process incites mitochondrial dysfunction, which subsequently triggers the activation of the DNA damage response and the innate immune response, thereby leading to chronic inflammation [1]. The accumulation of mitochondrial DNA (mtDNA) mutations and alterations in mitochondrial quality control mechanisms, such as the balance between mitochondrial biosynthesis and mitophagy, as well as the balance between mitochondrial fusion and fission, are considered contributing factors to age-related mitochondrial dysfunction [2–4].

The peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC-1α) is one of the key regulators of mitochondrial quality control [5–7]. PGC-1α induces expression of its downstream effector transcription factor A mitochondrial (TFAM) involved in mtDNA maintenance and transcription, and promotes mitochondrial biogenesis. PGC-1α has also been reported to regulate mitophagy with other effectors [8, 9]. In addition, molecular pathways such as the AMP-activated protein kinase (AMPK) and mitogen-activated protein kinase (MAPK) pathways have been reported to regulate both mitochondrial biogenesis and mitophagy [10–12].

We have previously reported the identification of the four major polyphenolic components in sugarcane top (ST) ethanolic extract (STEE), namely, 3-*O*-caffeoylquinic acid (3CQA), 5-*O*-caffeoylquinic acid (5CQA), 3-*O*-feruloylquinic acid (3FQA), and Isoorientin (ISO, chemically luteolin-6-C-glucoside). We also demonstrated that STEE could ameliorate spatial learning and memory deficits in senescence-accelerated model mice via promoting energy metabolism and neurogenesis in vivo [13]. Furthermore, we extended our investigation to unveil that the coordinated action of 3CQA, 5CQA, and ISO within STEE elevated PGC-1α transcription levels in immature astrocytes, promoting their branching morphology in vitro [14]. These findings encourage us to investigate the effects of STEE and its bioactive polyphenols on metabolically active muscle and liver functions. It is well-documented that mitochondrial dysfunction and the associated rise in oxidative stress significantly contribute to the decline in muscle mass and function, as well as the onset of liver inflammation and fibrosis [15–18]. Previous studies have indicated that CQA stimulates glucose transport in skeletal muscle in vivo and enhances glycolytic and electron transport systems in HepG2 hepatocytes in vitro [19, 20]. Also, ISO has been reported to protect against oxidative damage in both C2C12 myotubes and HepG2 hepatocytes in vitro, through regulating the genes related to mitochondrial function [21–23]. However, the synergistic functional effects of these compounds on the mitochondrial functions of myotubes and hepatocytes have not yet been investigated.

We, therefore, aimed herein to obtain the data concerning the alterations induced by STEE and its polyphenols in cultured myotubes and hepatocytes in vitro, with a specific emphasis on metabolic processes and mitochondrial function, in order to uncover their unexplored functional attributes. We conducted comprehensive transcriptome-wide analyses using microarray technology, which provided valuable insights into the biological and molecular changes by STEE and its polyphenols.

## Results

### Six-hour exposure to STEE or mixed-compound treatment induced a significant increase in the mitochondrial membrane potential of C2C12 myotubes

First, we tested the effect of STEE on cell viability using the 3-(4,5-Dimethylthiazol-2-yl)-2,5-Diphenyltetrazolium Bromide (MTT) assay. In differentiated C2C12 myotubes, treatment with STEE for 24 or 48 h did not yield any significant changes in absorbance across various concentrations. Similarly, in HepG2 hepatocytes, exposure to STEE for either 24 or 48 h exhibited no significant changes in absorbance at any concentration (Additional file 1: Fig. S1). These results suggest that STEE does not affect the viability of either C2C12 myotubes or HepG2 hepatocytes in vitro within the concentration range used in this study.

Considering the results, we opted for a concentration of 50 µg/mL of STEE for the subsequent Rhodamine 123 (Rh123) assay. Also, we treated the cells with polyphenols of STEE either individually or in combination. The concentrations were calibrated to match the amounts contained within the STEE (for example, 3CQA = 0.50 µM; 5CQA = 0.70 µM; 3FQA = 0.85 µM; ISO = 0.48 µM were equivalent to 50 µg/mL) as previously described [13, 14]. The structures of the compounds are shown in Fig. 1 and the combinations of the compounds are explained in Table 1.

**Fig. 1:**
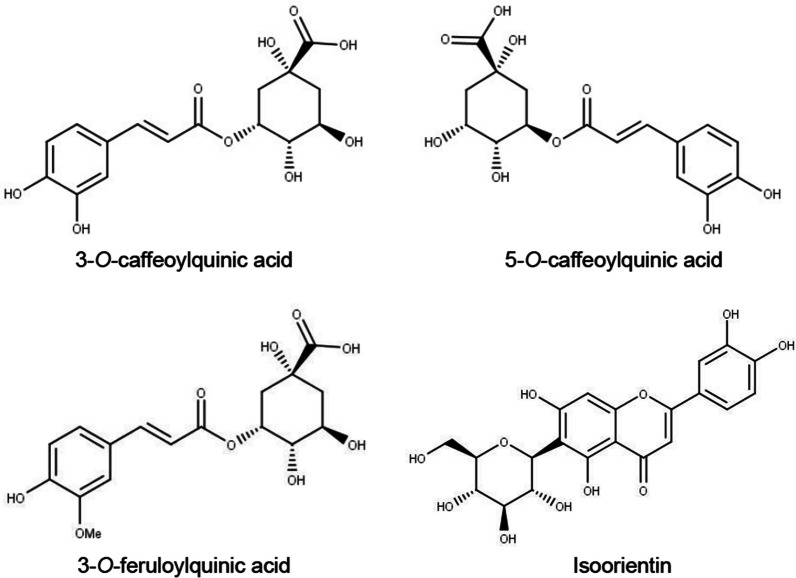
Structures of the polyphenolic components of sugarcane top extract

**Table 1:** Combinations of the compounds used for the treatment in this study

Number of compounds	Combination	Concentration	Treatment no.
Two	3CQA + 5CQA	3CQA = 0.50 µM 5CQA = 0.70 µM	(1)
	3CQA + 3FQA	3CQA = 0.50 µM 3FQA = 0.85 µM	(2)
	3CQA + ISO	3CQA = 0.50 µM ISO = 0.48 µM	(3)
	5CQA + 3FQA	5CQA = 0.70 µM 3FQA = 0.85 µM	(4)
	5CQA + ISO	5CQA = 0.70 µM ISO = 0.48 µM	(5)
	3FQA + ISO	3FQA = 0.85 µM ISO = 0.48 µM	(6)
Three	3CQA + 5CQA + 3FQA	3CQA = 0.50 µM 5CQA = 0.70 µM 3FQA = 0.85 µM	(7)
	3CQA + 5CQA + ISO	3CQA = 0.50 µM 5CQA = 0.70 µM ISO = 0.48 µM	(8)
	3CQA + 3FQA + ISO	3CQA = 0.50 µM 3FQA = 0.85 µM ISO = 0.48 µM	(9)
	5CQA + 3FQA + ISO	5CQA = 0.70 µM 3FQA = 0.85 µM ISO = 0.48 µM	(10)

Treatment of STEE with C2C12 myotubes for 6 h significantly increased Rh123 intensity (Fig. 2A). Also, treatments designated as No. 3, 8, and 10, significantly increased Rh123 intensity in C2C12 myotubes (approximately 1.24-fold for each) at 6 h. Furthermore, treatment No. 5 over a 6 h period displayed a trend of increased fluorescence intensity (*p* = 0.095) (Fig. 2A). No significant changes in Rh123 intensity were observed in C2C12 myotubes following a 24 h treatment with any of the samples (Fig. 2A). These results suggest that the extract increased the mitochondrial membrane potential (MMP) of C2C12 myotubes during a 6 h of treatment period and this effect could be attributed to the synergistic action of 3CQA, 5CQA, and ISO present in the extract.

**Fig. 2:**
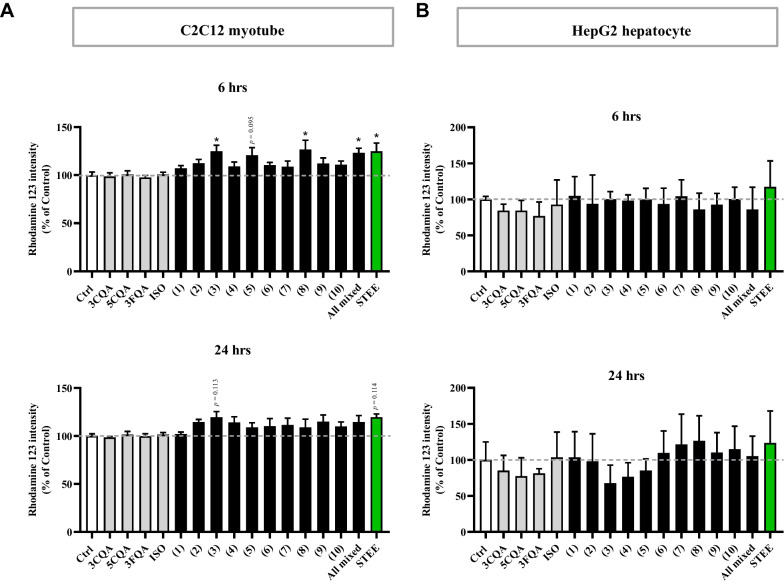
Fluorescence intensity of Rh123 in the cells. **A** After C2C12 myotubes were treated with STEE or its major constituents; 3CQA, 5CQA, 3FQA, or ISO for 6 or 24 h, the cells were stained with Rh123. One-way ANOVA followed by Dunnett's post hoc test was performed to assess statistical significance: * *p* < 0.05. **B** After HepG2 hepatocytes were treated with STEE or its major constituents; 3CQA, 5CQA, 3FQA, or ISO for 6 or 24 h, the cells were stained with Rh123. Comparisons were performed using Kruskal − Wallis test followed by Dunn's post hoc test. Results are expressed as relative percentages compared with the control (mean ± SEM, n = 3)

In the case of HepG2 cells, no significant changes in Rh123 intensity across any of the samples or treatment durations (Fig. 2B). Nevertheless, although not statistically significant, there was an approximate 1.25-fold increase in fluorescence intensity following 24 h treatment with STEE, No. 7, and 8. There appeared to be a trend toward greater fluctuations in fluorescence intensity after 24 h of treatment compared to the 6 h timeframe, suggesting that the effects of STEE and its polyphenols on MMP may exhibit variability depending on the duration of treatment.

### Transcriptomic profiling of STEE-treated myotubes and hepatocytes by microarray

To gain mechanistic insight into the effects of STEE, we performed the transcriptomic analysis of the C2C12 myotubes and HepG2 hepatocytes by microarray. The RNA samples extracted from nontreated control cells were compared with the RNA samples extracted from C2C12 myotubes subjected to two different concentrations of STEE for 6 h—30 µg/mL and 50 µg/mL (referred to as STEE30-M and STEE50-M, respectively). Likewise, the RNAs from nontreated HepG2 cells were compared with the RNAs obtained from cells exposed to two distinct concentrations of STEE for 24 h, namely 15 µg/mL and 30 µg/mL (referred to as STEE15-H and STEE30-H, respectively).

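C2C12 is a mouse myoblast cell line that fuses into contractile myotubes when serum is withdrawn, and the cells here were treated on day 6 of differentiation. Total RNA was read on 6 Clariom S Mouse arrays, with 2 arrays for Ctrl-M, 2 for STEE30-M (30 µg/mL, 6 h) and 2 for STEE50-M (50 µg/mL, 6 h). The paper calls the samples of a group biological replicates, while the deposited description speaks of arrays run in duplicate for each sample, so p-values measure only the spread between these arrays. The deposited values are log2 signals that the authors normalized over all arrays by SST-RMA, rounded to 2 decimals. After 6640 array control rows were left out, 22206 probe sets were tested, of which 21367 carry 1 gene symbol, 836 carry several and 3 carry none. The median log2 signal of an array lay between 5.70 and 5.77. A background level of 5.30 was set at the 95th percentile of 1425 probe sets for olfactory, vomeronasal and taste receptors, most of which a muscle cell is not known to use, and 12081 probe sets (54.4%) had a mean above it. Any 2 arrays correlated across probe sets at 0.991 to 0.994, and the mean correlation was 0.993 within groups and 0.993 between groups. The median replicate SD of a probe set was 0.15 in Ctrl-M, 0.19 in STEE30-M and 0.18 in STEE50-M on the log2 scale. Groups were compared with limma, which fitted 3 group means to the 6 arrays, leaving 3 residual degrees of freedom. The study thresholds were taken as an unadjusted p under 0.05 and a linear fold change of at least 1.2. The paper's methods word the limit of 1.2 as a log2 change, but at the linear limit the authors' deposited table holds 954 probe sets in STEE30-M, the paper's own count, and 1324 in STEE50-M, where the paper's count is 1326. The p-values were also adjusted by Benjamini-Hochberg over all probe sets. The per-array values span a wider log2 scale (up to 19.35 for the Ctrl-M mean) than the averages in the authors' deposited table (up to 13.03). Fold changes from the per-array values are likewise larger in spread than the authors', and are given here on the scale of the deposited arrays. Gene positions are from GRCm38.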

In comparison to the control group, STEE30-M exhibited 954 differentially expressed genes (DEGs), with 489 being upregulated and 465 being downregulated (Fig. 3A). 

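In STEE30-M, 909 probe sets passed the study thresholds against Ctrl-M, 452 higher and 457 lower. The 10 genes with the largest moderated t above background included *Depdc7* (log2 fold change -1.38, standard error 0.31) and *Stard9* (-0.94, standard error 0.24), a kinesin that binds microtubules. The keratin-associated protein gene *Krtap6-3* was at 0.86, and the odorant receptor genes *Olfr1044* and *Olfr1155* were at 0.88 and 0.93. The vomeronasal receptor gene *Vmn2r36* had the largest difference of these, 1.74, with a standard error of 0.44. The predicted genes *LOC100862125*, *Gm17576* and *Gm6121* were at -0.99, -0.90 and -1.23, and *Catsper2*, a sperm calcium channel subunit, at -0.96. None of the 22206 probe sets had an adjusted p under 0.05 in limma, and the smallest was 0.998. With no difference at all, 1110.3 probe sets have an unadjusted p under 0.05 on average. Of the 909, 633 lay at or below the background level. Without STEE30-M replicate 1, 1503 probe sets passed.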

In the case of STEE50-M, there were 1326 DEGs, consisting of 579 upregulated and 747 downregulated genes (Fig. 3A). Similarly, in the case of STEE15-H, 1559 DEGs were detected, including 939 upregulated and 620 downregulated genes, in comparison to the control group (Fig. 3B). 

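In STEE50-M, 1121 probe sets passed the study thresholds against Ctrl-M, 523 higher and 598 lower. Among the 10 genes with the largest moderated t above background, *Pde4b*, which encodes a phosphodiesterase that degrades cAMP, was higher in both STEE50-M arrays (10.31 ± 0.28, SD, n = 2) than in both Ctrl-M arrays (9.02 ± 0.08, SD, n = 2), a log2 fold change of 1.29 (standard error 0.23, adjusted p = 0.952 from limma). The gene lies on chromosome 4 from 102087332 to 102607275. *Slc1a3*, a glutamate transporter gene, was at 1.65, *Padi2*, which encodes a peptidylarginine deiminase, at 1.69, and *Adgrg1*, an adhesion receptor gene, at 1.16. *Col12a1*, a fibril-associated collagen gene, was at -1.38, *Car8*, a carbonic anhydrase-related gene, at -1.08 and *Lsamp*, a neural adhesion gene, at -1.11. *Gm13212* and *A930018P22Rik* were at -1.32 and -1.05. No probe set had an adjusted p under 0.05 in limma, and 0.952 was the smallest. With no difference at all, 1110.3 have an unadjusted p under 0.05 on average. Of the 1121, 445 (3.68% of their class) lay above background and 676 (6.68%) did not, and with a variance prior following intensity 4.97% and 4.86% passed. Without Ctrl-M replicate 1 the count was 658.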

For STEE30-H, there were 1383 DEGs, with 838 genes upregulated and 545 genes downregulated (as represented in Fig. 3B). Compared to the control group, a greater number of genes exhibited downregulation than upregulation in STEE50-M. Furthermore, when comparing the STEE15-H group with the control, there were more DEGs than when comparing the STEE30-H group with the control. 

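Of the probe sets at the study thresholds in STEE50-M, 53.3% were lower than in Ctrl-M (two-sided exact binomial test, p = 0.027, which treats probe sets as independent although they are not). In STEE30-M the share was 50.3%. Genes past the thresholds above background went both ways. *Ifi44*, an interferon-induced gene, was at -0.91 (standard error 0.21), and *Notch3*, a receptor of muscle progenitors, was at 1.10 (standard error 0.28). The split depended on the arrays, on dim probe sets and on the setting. More were lower in a fit of the arrays compared alone (612 higher and 719 lower). More were also lower with an unmoderated test (367 and 476) and with the replicate number as a block (552 and 605). Other settings turned the split. With dim probe sets left out it was 321 higher and 280 lower, after quantile normalization 578 higher and 549 lower, and without STEE50-M replicate 1 it was 593 higher and 501 lower.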

The distributions of fold change (FC) of the DEGs are shown in the butterfly charts (Fig. 3B for the C2C12 group; Fig. 3C for the HepG2 group).

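Most probe sets at the study thresholds in the per-array values lay between 1.4-fold and 1.7-fold. In STEE50-M, 346 higher and 415 lower probe sets fell in that range, 122 higher and 126 lower lay between 1.7-fold and 2-fold, and 40 higher and 37 lower were above 2-fold. The 1.2 to 1.4 range held 15 higher and 20 lower. In STEE30-M the same ranges, from the lowest, held 15, 302, 100 and 35 higher and 12, 304, 101 and 40 lower. The fold minimum removed none of the probe sets with p under 0.05 in either comparison. *Padi2*, *Slc1a3*, *Pde4b* and *Adgrg1* were above 2-fold higher in STEE50-M, and *Col12a1*, *Car8*, *Lsamp* and *Gm13212* above 2-fold lower.

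**Figure D1:**
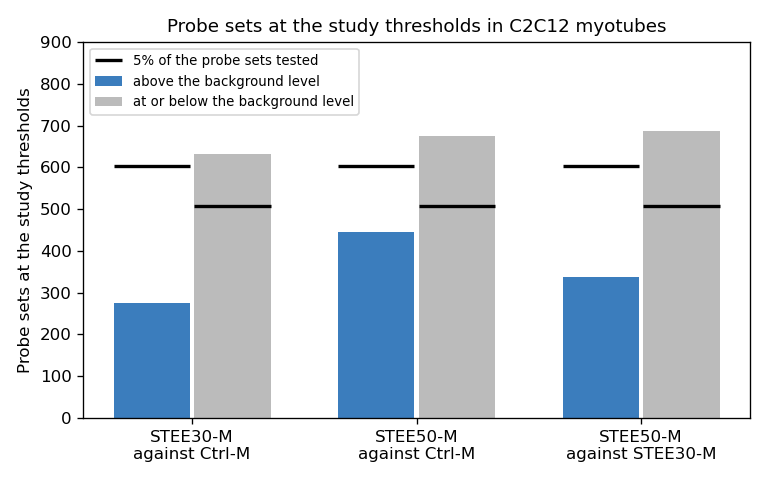
Number of probe sets at the study thresholds (vertical axis) in the 3 comparisons of C2C12 groups (horizontal axis), split by background level. Bars are counts and black lines mark 5% of the probe sets tested in that class. Above background, 276, 445 and 337 probe sets passed, each under the line at 604.05, and at or below background 633, 676 and 686 passed, each over the line at 506.25. The bars use a variance prior common to both classes. With one following intensity, 2.26% above and 4.62% at or below background passed in STEE30-M, and 4.97% and 4.86% in STEE50-M.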

**Fig. 3:**
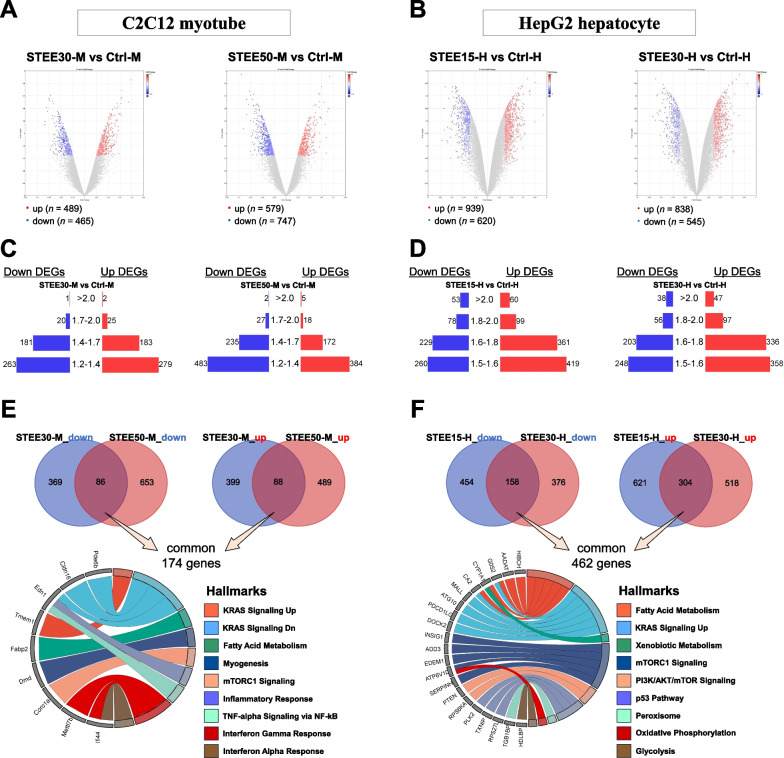
Microarray-identified gene expression profile reflecting STEE treatment on C2C12 and HepG2. Volcano plots depict DEGs between **A** STEE (lower and higher concentrations)-treated C2C12 myotubes and nontreated control, and **B** STEE (lower and higher concentrations)-treated HepG2 hepatocytes and nontreated control. DEGs satisfied with the efficiency (*p*-value < 0.05, above the log2-transformed fold change thresholds) are shown as colored dots. **C**, **D** The distribution of DEGs by fold-changes for each comparison is shown in the butterfly bar charts. **E** Venn diagrams showing overlapped and unique sets of DEGs between the groups. The blue circle denotes down- or up-regulated DEGs in STEE30-M compared to Ctrl-M, and the red circle denotes down- or up-regulated DEGs in STEE50-M compared to Ctrl-M. The code diagram displays the hallmark gene sets related to the 174 commonly overlapped DEGs. **F** The blue circle denotes down- or up-regulated DEGs in STEE15-H compared to Ctrl-H, and the red circle denotes down- or up-regulated DEGs in STEE30-H compared to Ctrl-H. The code diagram displays the hallmark gene sets related to the 462 commonly overlapped DEGs

We assessed the degree of overlap of DEGs in STEE30-M and STEE50-M. Among the DEGs that were downregulated compared to controls, 86 genes were common (Fig. 3E). 

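Lower in both STEE30-M and STEE50-M were 130 probe sets, 36 of them above background. The apoptosis gene *Apaf1* was at -0.62 in STEE30-M and -0.82 in STEE50-M. *Golgb1*, which encodes a Golgi tether, was at -0.65 and -0.67, and *Bcs1l*, a respiratory complex III assembly gene, at -0.73 and -0.53. The beta-catenin target *Axin2* was at -0.60 and -0.51. These 4 genes were chosen after their values were seen. Both comparisons use the same 2 Ctrl-M arrays, so their errors are shared. When unchanged groups were simulated against shared controls 100 times, 119.5 probe sets on average (97 to 153) were lower in both, and lists drawn independently would share 12.3. The independent figure uses the observed list sizes, 457 and 598 lower, to which the simulated lists were not held. In runs drawn the same way, 4.98% of unchanged probe sets passed, against 4.09% in STEE30-M and 5.05% in STEE50-M. The 2 figures are thus for unlike list sizes. Across probe sets, the fold changes at the 2 doses correlated at 0.504 and the simulated ones at 0.500. Their covariance was 0.0411, above all of the simulated ones (mean 0.0341, from 0.0324 to 0.0360). With 1 Ctrl-M array for each dose, chosen after seeing the data so that no control array is shared, the fold changes correlated at 0.0793 with Ctrl-M replicate 1 for STEE30-M and at 0.0466 with Ctrl-M replicate 2 for it. Simulated ones correlated at -0.0183 to 0.0154 and at -0.0219 to 0.0250. The simulation draws probe sets independently, so errors that probe sets of an array share would widen these ranges. It also gives all groups the same moderated variance, and the size of a covariance depends on that setting. The correlation of 0.504 with shared controls lay within the simulated range of 0.485 to 0.518. Without STEE50-M replicate 1, 75 probe sets were lower in both and 65 were higher in both.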

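Higher in both STEE30-M and STEE50-M than in Ctrl-M were 90 probe sets, 30 of them above background. *Lrrc2* was at 0.66 in STEE30-M and 1.12 in STEE50-M, *Ank3*, an ankyrin gene, at 0.65 and 0.98, and *Tgif2*, a transcriptional repressor gene of TGF-beta signalling, at 0.77 and 0.61. *Mlycd*, which encodes malonyl-CoA decarboxylase, was at 0.73 and 0.50, and *Dgat2*, which encodes an enzyme of triglyceride synthesis, at 0.65 and 0.54. The first 4 of these 5 genes were chosen after their values were seen. Unchanged groups against shared controls gave 119.2 probe sets higher in both on average, with a range of 93 to 149, and independent lists would share 10.6. Here too the simulated lists were not held to the observed sizes.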

Among the DEGs that were upregulated compared to controls, 88 genes were common (Fig. 3E). A total of 174 commonly regulated DEGs in STEE-treated C2C12 myotubes were related to the several biological states or processes categorized as the hallmark gene set as follows: Kras Signaling Dn (Systemic name: M5956), Kras Signaling Up (M5953), Fatty Acid Metabolism (M5935), Myogenesis (M5909), mTORC1 Signaling (M5924), Inflammatory Response (M5932), TNF-alpha Signalling Via NF-kB (M5890), Interferon Gamma Response (M5913), and Interferon Alpha Response (M5913) (Fig. 3E).

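Of the genes labelled in Fig. 3E, *Fabp2*, *Dmd*, *Mettl7b*, *Cldn16*, *Pde6b* and *Coro1a* had positive log2 fold changes at both doses, and *Ifi44* and *Edn1* negative ones. *Dmd*, which encodes dystrophin, was at 0.48 in STEE30-M and 0.99 in STEE50-M (standard error 0.22), at a mean signal of 3.95, below background. *Mettl7b* was at 0.82 and 0.52, *Coro1a* at 0.52 and 0.16, and *Edn1*, which encodes endothelin-1, at -0.32 and -0.37. At the study thresholds in both groups were *Fabp2*, *Mettl7b* and *Ifi44*. Gene lists fixed for related themes were counted as well, where 5.05% of all probe sets passed in STEE50-M and 4.09% in STEE30-M. Of 29 interferon-stimulated genes, 2 were lower and 27 did not pass in STEE50-M (median -0.18, camera adjusted p = 0.099), and 1 was lower in STEE30-M (median 0.04). Of 24 NF-kB targets, 2 were higher in STEE50-M (median 0.11, camera adjusted p = 0.152) and none passed in STEE30-M (median 0.02). The STEE50-M value was 0.0291 without STEE50-M replicate 2, 0.0497 without Ctrl-M replicate 1 and 0.659 without STEE50-M replicate 1. None of the members of these 2 lists had an adjusted p under 0.05 against Ctrl-M when adjusted over the list alone. Between the doses *Psmb8*, an immunoproteasome gene of the interferon list, had one (-0.98, adjusted p = 0.0482 in limma), at a signal below background. Adjusting over a list alone does not correct for the number of lists, 44 in each comparison.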

We also assessed the degree of overlap of DEGs in STEE15-H and STEE30-H. Among the DEGs that were downregulated compared to controls, 158 genes were common (Fig. 3F). Among the DEGs that were upregulated compared to controls, 304 genes were common (Fig. 3F). A total of 462 commonly regulated DEGs in STEE-treated HepG2 cells were related to the hallmark gene sets as follows: Fatty Acid Metabolism, Kras Signaling Up, Xenobiotic Metabolism (M5934), mTORC1 Signaling, PI3K/AKT/mTOR signaling (M5923), p53 pathway (M5939), Peroxisome (M5949), Oxidative Phosphorylation (M5936), and Glycolysis (M5937) (Fig. 3F).

### Gene ontology analysis revealed that STEE-induced transcriptomic changes were associated with a wide range of biological events in C2C12 myotubes and HepG2 hepatocytes

To further investigate the potential regulatory effects of STEE on C2C12 myotubes and HepG2 hepatocytes, we performed gene ontology (GO) analysis. The analysis statistically tests whether the proportion of GO terms for a list of specific DEGs is significantly higher than the proportion of the terms for the population (enrichment). This allows us to detect characteristic terms for a group of DEGs, thereby supporting the capture of biological phenomena. GO term is represented by three sub-ontologies: biological process (BP), cellular component (CC), and molecular function (MF).

As a result of GO analysis for the DEGs in STEE-treated C2C12 group, regulation of membrane potential (GO:0042391), inflammatory response (GO:0006954), second-messenger-mediated signaling (GO:0019932), long-chain fatty acid metabolic process (GO:0001676), fatty acid metabolic process (GO:0006631), and cellular lipid catabolic process (GO:0044242) were enriched as GOBP terms over-represented by the DEGs both in STEE30-M and STEE50-M (Fig. 4A). In addition, of the GOBPs, regulation of protein kinase activity (GO:0045859) and regulation of lipid transport (GO:0032368) were enriched by the DEGs in STEE30-M, and cellular response to cytokine stimulus (GO:0071345), cytokine-mediated signaling pathway (GO:0019221), muscle system process (GO:0003012), and negative regulation of immune system process (GO:0002683) were enriched by the DEGs in STEE50-M (Fig. 4A). 

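Genes of fatty acid oxidation and synthesis were set beside all probe sets, of which 5.05% passed the study thresholds in STEE50-M and 4.09% in STEE30-M. Of 31 genes of fatty acid oxidation, 2 were lower and 29 did not pass in STEE50-M (median log2 fold change -0.02), and none passed in STEE30-M (median -0.02). Of 16 genes of fatty acid synthesis, 1 was higher in each group, with medians of -0.14 in STEE50-M and 0.06 in STEE30-M. Among 35 chemokines, 2 were higher and 1 was lower in STEE50-M and 1 was lower in STEE30-M. None of these 3 lists was called by camera at either dose, and no member had an adjusted p under 0.05 when adjusted over the list alone. The camera adjusted p of fatty acid oxidation was 0.894 in STEE50-M and 0.961 in STEE30-M.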

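Genes of the muscle contractile apparatus had higher values in STEE50-M, by an amount that 1 array decided. Of 41 genes of the sarcomere and of contraction, 38 had a positive log2 fold change, with a median of 0.43, and 4 were higher, none lower and 37 did not pass at the study thresholds. *Casq1*, the calcium-binding calsequestrin of the sarcoplasmic reticulum, was at 1.49 (standard error 0.42), *Myh3*, embryonic myosin heavy chain, at 0.64 (standard error 0.24) and *Myh2*, a fast myosin heavy chain, at 0.54 (standard error 0.23). *Dmd* was the other, while *Ttn*, titin, was at -0.35 without passing. The list differed from the other genes in camera with its preset correlation of 0.01 (adjusted p = 1.19e-08), and adjusted p = 0.965 with an estimated correlation. Of 16 myogenic regulators, *Mef2d* was higher (0.76, standard error 0.28) and 15 did not pass (median 0.34, camera adjusted p = 0.0281, and adjusted p = 0.836 with an estimated correlation). In STEE30-M the medians were 0.07 and 0.06, with a camera adjusted p of 0.961 for both, and that of the contractile list was 0.00904 without STEE30-M replicate 1. Between the doses the contractile list had a median of 0.31 (camera adjusted p = 3.39e-06, and adjusted p = 0.928 with an estimated correlation). The contractile list had a mean signal of 12.65 and 12.87 in the Ctrl-M arrays, and of 12.77 and 13.55 in the STEE50-M arrays. Without STEE50-M replicate 2 its median was -0.005 and its camera adjusted p 0.943, and between the doses its median was -0.06 (0.669). That last p was 0.257 without STEE30-M replicate 1. For the myogenic regulators in STEE50-M against Ctrl-M, the camera adjusted p was 0.324 without Ctrl-M replicate 2 and 0.107 without STEE50-M replicate 2. Markers of reserve cells and myoblasts had a mean of 9.45 ± 0.05 (SD, n = 2) in Ctrl-M and 9.65 ± 0.14 (SD, n = 2) in STEE50-M (camera adjusted p = 0.0993, and 0.0291 without STEE50-M replicate 2).

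**Figure D2:**
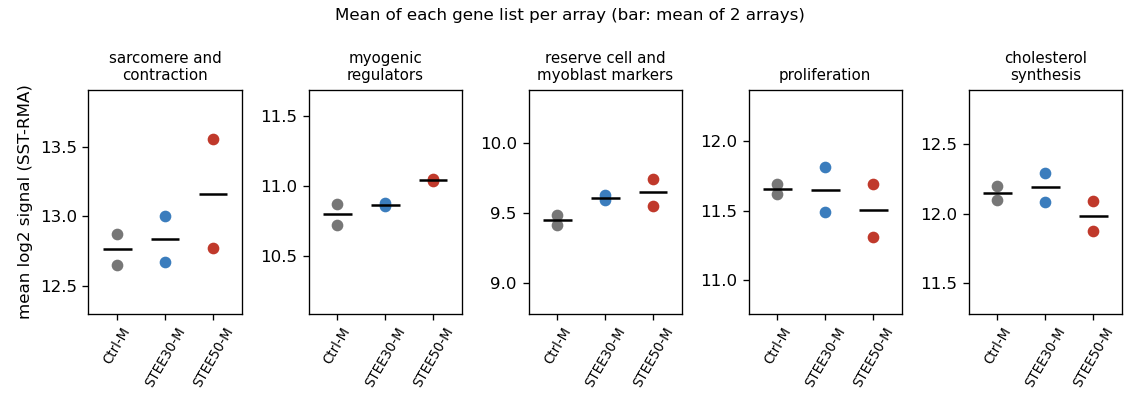
Mean log2 signal of the genes of 5 lists (vertical axes, each spanning the same range) on each array of the 3 groups (horizontal axes). Points are arrays and bars are means of 2 arrays. The contractile genes of 1 STEE50-M array lie at 13.55, and those of the other at 12.77, below 1 of the Ctrl-M arrays.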

Enrichment of GOBP terms for cytokine was unique to the DEGs in STEE50-M.

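Cytokine genes passed the study thresholds at both doses. Of all probe sets, 5.05% passed in STEE50-M, 4.09% in STEE30-M and 4.61% between the doses, and the interleukin list below did not pass at a smaller share in any of them. Of 80 interleukin and interleukin receptor genes, 3 were higher, 4 were lower and 73 did not pass in STEE50-M (median 0.01, camera adjusted p = 0.787), against 2 higher and 2 lower in STEE30-M (median -0.02). The direct comparison of the doses gave 6 higher and 2 lower in STEE50-M than in STEE30-M, with a camera adjusted p of 0.606. *Il23r* was at 0.67 (standard error 0.27) in STEE50-M and 0.01 in STEE30-M, and *Il3* at -0.81 (standard error 0.25) and -0.12. Only 22 of the 80 genes had a mean signal above background.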

**Fig. 4:**
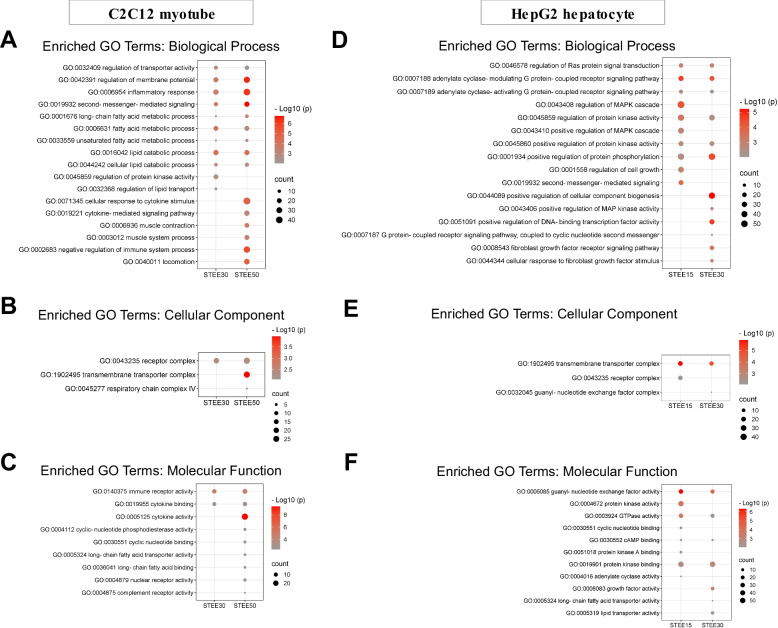
Enriched GO terms reflecting STEE-induced bio-phenomena in C2C12 and HepG2. GO analysis revealed enriched biological process (BP), cellular component (CC), and molecular function (MF) gene sets by the DEGs in STEE-treated C2C12 myotubes and HepG2 hepatocytes compared to their respective nontreated control groups. **A**-**C** Dot plots showing significantly enriched GO terms of BP, CC, and MF by the DEGs between STEE-treated C2C12 myotubes and control. **D**-**F** Dot plots showing significantly enriched GO terms of BP, CC, and MF by the DEGs between STEE-treated HepG2 cells and control. The size of the circle denotes the number of genes. The negative log10 of the *p*-value is represented by the color

Of the GOCCs, receptor complex (GO:0043235) was enriched term over-represented by the DEGs both in STEE30-M and STEE50-M (Fig. 4B). Also, transmembrane transporter complex (GO:1902495) and respiratory chain complex IV (GO:0045277) were unique enriched terms over-represented by the DEGs in STEE50-M (Fig. 4B).

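Of 19 subunit genes of respiratory complex IV, *Cox6a2*, the muscle isoform of subunit 6A, was higher in STEE50-M, as was *Cox8b*, at 0.69, and *Cox6b2* was lower. In all, 2 were higher, 1 was lower and 16 did not pass at the study thresholds (Fisher's exact test against all other genes, adjusted p = 0.487 over 44 lists). The median log2 fold change was -0.05 in STEE50-M (camera adjusted p = 0.627) and 0.045 in STEE30-M, where 1 gene was higher. None passed when adjusted over the list alone. Against STEE30-M, 1 gene was lower in STEE50-M and the camera adjusted p was 0.513. Complex I, the NADH dehydrogenase, had no gene at the study thresholds among 36 in either group.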

Of the GOMFs, immune receptor activity (GO:0140375) and cytokine binding (GO:0019955) were enriched terms over-represented by the DEGs both in STEE30-M and STEE50-M (Fig. 4C). Also, cytokine activity (GO:0005125), cyclic-nucleotide phosphodiesterase activity (GO:0004112), long-chain fatty acid transporter activity (GO:0005324), nuclear receptor activity (GO:0004879), and complement receptor activity (GO:0004875) were unique enriched terms over-represented by the DEGs in STEE50-M (Fig. 4C). 

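Receptor genes for cytokines that the paper names had mean signals below background. *Csf2rb*, a shared receptor subunit for interleukin-3 and related cytokines, was at 0.45 in STEE30-M and 0.56 in STEE50-M (standard error 0.22), where it passed the study thresholds. *Il12rb1* was at 0.27 and 0.43 without passing. *Il22ra2*, a soluble receptor that binds interleukin-22, was at -0.92 in STEE30-M and -0.86 in STEE50-M, and passed at both doses. Their mean signals were 5.13, 3.08 and 2.89, against the background level of 5.30.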

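Of the genes named for these terms, the phosphodiesterase gene *Pde6b* was at 0.51 (standard error 0.23) in STEE50-M without passing the study thresholds, at a signal below background. *Nr4a2*, an orphan nuclear receptor gene, was at 0.55 in STEE50-M and -0.20 in STEE30-M, and passed against STEE30-M (0.75). *Cr2*, a complement receptor gene, was at -0.80 in STEE50-M and 0.24 in STEE30-M, at a mean signal of 4.30. Of 21 genes of fatty acid uptake and binding, 1 was higher, 4 were lower and 16 did not pass in STEE50-M (Fisher's exact test, adjusted p = 0.0706). In 26 cAMP and CREB targets, 2 were higher and 1 was lower (median 0.07, camera adjusted p = 0.152). When adjusted over the list alone, no gene of the uptake list passed in STEE50-M. *Fabp2* did in STEE30-M (1.16, adjusted p = 0.0309 in limma), at a mean signal of 4.00, below background. Of the cAMP list, *Pde4b* passed in STEE50-M (adjusted p = 0.0104 in limma). Over 44 lists, 1 gene passed in this way in each of the 3 comparisons. This adjustment does not correct for the number of lists, so some passes are expected by chance.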

Enrichment of GOMF terms for fatty acid, nuclear receptor, and complement was unique to the DEGs in STEE50-M.

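The difference between the doses was tested directly. Of the 21 genes of fatty acid uptake and binding, none passed the study thresholds between STEE50-M and STEE30-M (median -0.11, camera adjusted p = 0.661). Of 34 complement genes, 4 were lower and 30 did not pass (median -0.03, camera adjusted p = 0.514), among them *Cr2*, at -1.04. Of 24 PGC-1 coactivators and partners, which include nuclear receptors, *Rxrg*, a retinoid X receptor gene, was at -0.55 in STEE30-M and 0.33 in STEE50-M, and passed between the doses (0.87), at a signal below background. In all, 1023 probe sets passed between the doses, 499 higher and 524 lower in STEE50-M, and none had an adjusted p under 0.05 in limma.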

A full list of enriched GO terms shown in Fig. 3A–C is given in Additional file 2: Table S1.

As a result of GO analysis for the DEGs in STEE-treated HepG2 group, regulation of Ras protein signal transduction (GO:0046578), adenylate cyclase-modulating G protein-coupled receptor signaling pathway (GO:0007188), regulation of protein kinase activity (GO:0045859), and positive regulation of protein kinase activity (GO:0045860) were enriched as GOBP terms over-represented by the DEGs both in STEE15-H and STEE30-H (Fig. 4D). In addition, of the GOBPs, regulation of MAPK cascade (GO:0043408), regulation of cell growth (GO:0001588), and second-messenger-mediated signalling (GO:0019932) were enriched by the DEGs in STEE15-H, and positive regulation of cellular component biogenesis (GO:0044089), positive regulation of MAP kinase activity (GO:043406), positive regulation of DNA-binding transcription factor activity (GO:0051091), and fibroblast growth factor receptor signaling pathway (GO:0008543) were enriched by the DEGs in STEE30-H (Fig. 4E). Enrichment of GOBP terms for fibroblast growth factor was unique to the DEGs in STEE30-H.

Of the GOCCs, transmembrane transporter complex (GO:1902495) was enriched term over-represented by the DEGs both in STEE30-M and STEE50-M (Fig. 4E). Also, receptor complex (GO:0043235) was unique enriched term over-represented by the DEGs in STEE15-H, and guanyl-nucleotide exchange factor complex (GO:0032045) was unique enriched term over-represented by the DEGs in STEE30-H (Fig. 4E).

Of the GOMFs, guanyl-nucleotide exchange factor activity (GO:0005085), GTPase activity (GO:0003924), cAMP binding (GO:0030552), and protein kinase binding (GO:0019910) were enriched terms over-represented by the DEGs both in STEE15-H and STEE30-H (Fig. 4F). Also, cyclic nucleotide binding (GO:0030551), protein kinase A binding (GO:0051018), and adenylate cyclase activity (GO:0004016) were enriched by the DEGs in STEE15-H, and growth factor activity (GO:0008083), long-chain fatty acid transporter activity (GO:0005324), and lipid transporter activity (GO:0005319) were enriched by the DEGs in STEE30-H (Fig. 4F). Enrichment of GOMF terms for growth factor and lipid transport were unique to the DEGs in STEE30-H.

A full list of enriched GO terms shown in Fig. 3D–F is given in Additional file 2: Table S2.

### The dimensionality reduction approach revealed that STEE regulated biological pathways related to lipid metabolism, protein kinase signaling, and cytokine signaling

Next, we performed the dimensionality reduction technique to retain latent properties for the large number of DEGs. The pathways clustered from the BioPlanet_2019 gene set library were then visualized on two dimensions using Uniform Manifold Approximation and Projection (UMAP), facilitating the classification of DEG sets involved in the biological pathways.

In the analysis for the DEGs in STEE-treated C2C12 groups, Inflammasomes (Cluster 1, orange), Cytochrome P450 metabolism of endogenous sterols (Cluster 3, red), Signaling by interleukins (Cluster 7, gray), and Acyl chain remodeling of diacylglycerol (Cluster 9, light blue) were detected as the related pathways over-represented by the sets of DEGs in STEE30-M (Fig. 5A). Also, Cytokines and inflammatory response (Cluster 1), Cytokine-cytokine receptor interaction (Cluster 1), Visceral fat deposits and the metabolic syndrome (Cluster 1), Telomere extension by telomerase (Cluster 2, green), Cytochrome P450 metabolism of endogenous sterols, PPAR signaling pathway (Cluster 3), Nuclear receptor transcription pathway (Cluster 9), and Nuclear receptors (Cluster 9) were detected as the related pathways over-represented by the sets of DEGs in STEE50-M (Fig. 5A). 

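Of 18 genes of fatty acid omega-oxidation, most of them cytochrome P450 4 family genes, none passed the study thresholds in STEE30-M (median log2 fold change -0.07, camera adjusted p = 0.961), and 2 of the 18 had a mean signal above background. Of 23 genes of cholesterol synthesis, none passed (median 0.02). None passed in either list when adjusted over the list alone.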

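Of 23 genes of cholesterol synthesis, none passed the study thresholds in STEE50-M and 19 had a negative log2 fold change against Ctrl-M (median -0.21). The list was not called by camera against Ctrl-M (adjusted p = 0.068, and adjusted p = 0.965 with an estimated correlation). That p was 0.00328 without STEE50-M replicate 2, 0.0349 without Ctrl-M replicate 1 and 0.590 without STEE50-M replicate 1. *Mvd*, an enzyme of the mevalonate pathway, was at -0.41, *Insig1*, a sterol-sensing regulator, at -0.39 and *Lss*, lanosterol synthase, at -0.30. Against STEE30-M, 21 of the 23 had a negative value (median -0.22, camera adjusted p = 0.0044, and adjusted p = 0.928 with an estimated correlation). Without STEE30-M replicate 2 that value was 0.376, and without STEE50-M replicate 1 it was 0.281. *Tert*, the telomerase catalytic subunit, was at 0.56 (standard error 0.24) without passing, and *Pparg* at -0.39 (standard error 0.36).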

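As a list, PGC-1 coactivators and partners, nuclear receptors among them, were not called by camera against Ctrl-M. In STEE50-M, 16 of 24 PGC-1 coactivators and partners had a positive log2 fold change (median 0.12, camera adjusted p = 0.463), 1 was higher, *Mef2d*, and 23 did not pass at the study thresholds. *Ppargc1b*, the related coactivator, was at 0.38 (standard error 0.23), and *Tfam*, the mitochondrial transcription factor, at -0.48 (standard error 0.21), neither passing. In STEE30-M, 1 was lower and the median was -0.01. No member passed when adjusted over the list alone.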

Cumulatively, these results suggested STEE may impact pathways related to cytokines, lipid metabolism, and nuclear receptors in C2C12 myotubes.

**Fig. 5:**
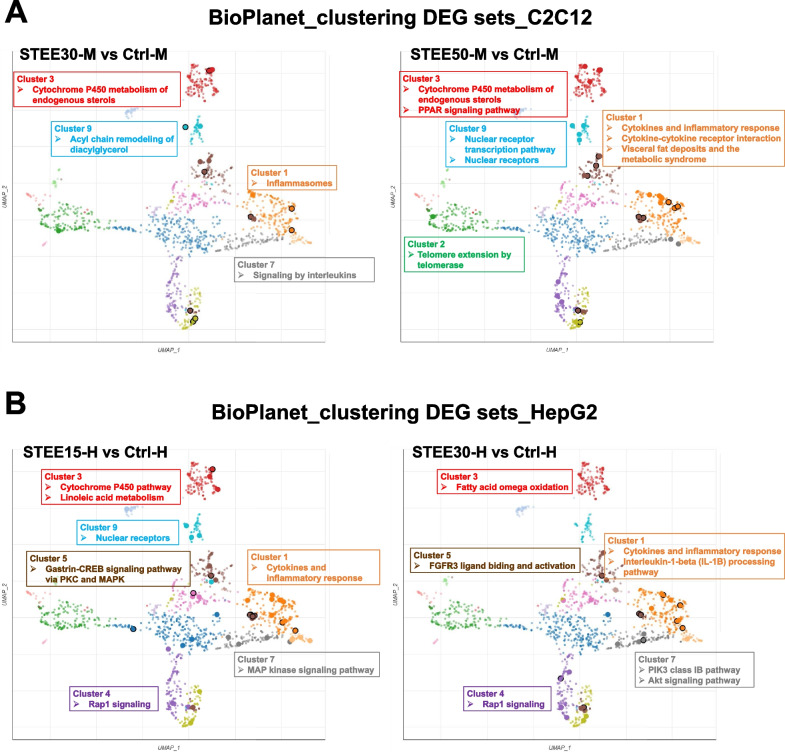
Pathways on the UMAP plots related to the transcriptomic modulation by STEE. Scatterplots showing similar pathway gene set clusters identified through the UMAP dimensionality reduction technique using the BioPlanet 2019 gene set library. **A** Pathway clusters enriched by the DEGs in STEE-treated C2C12 myotubes (both concentrations). **B** Pathway clusters enriched by the DEGs in STEE-treated C2C12 myotubes (both concentrations). The points (pathway terms) are gathered and color-coded by similarity or relevance. The size and the darkness of the circle denote the degree of enrichment

In the analysis for the DEGs in STEE-treated HepG2 groups, Cytokine and inflammatory response, Cytochrome P450 metabolism of endogenous sterols, Linoleic acid metabolism (Cluster 3), Rap1 signaling (Cluster 4, purple), Gastrin-CREB signaling pathway via PKC and MAPK (Cluster 5, brown), MAP kinase signaling pathway (Cluster 7), and Nuclear receptors were detected as the related pathways over-represented by the sets of DEGs in STEE15-H (Fig. 5B). Also, Cytokines and inflammatory response, Interleukin-1-beta (IL-1B) processing pathway (Cluster 1), fatty acid omega oxidation (Cluster 3), Rap signaling (Cluster 4), FGFR3 ligand binding and activation (Cluster 5), PIK3 class IB pathway (Cluster 7), and Akt signaling pathway (Cluster 7) were detected as the related pathways over-represented by the sets of DEGs in STEE30-H (Fig. 5B). Cumulatively, these results suggested STEE may impact pathways related to cytokines, lipid metabolism, and protein kinase signaling (especially MAP kinase) in HepG2 hepatocytes.

### Protein–protein interaction (PPI) networking of DEGs regulated by STEE

Given the indication of the analyses suggesting the modulation of biological events such as mitochondria activity, fatty acid (FA) metabolism, inflammatory response, and signal cascade of MAP kinase or cAMP by STEE, we attempted to do further investigation of each DEG and classify them based on their functions by using MSigDB and GeneCards. We chose to look at genes that were differentially expressed (satisfied with thresholds) in the samples treated with higher concentrations of the extract (STEE50-M and STEE30-H) compared to the controls. The heatmaps show the relative intensity of the genes (average of duplicates) regulated in C2C12 groups (Fig. 6A) and HepG2 groups (Fig. 6C).

**Fig. 6:**
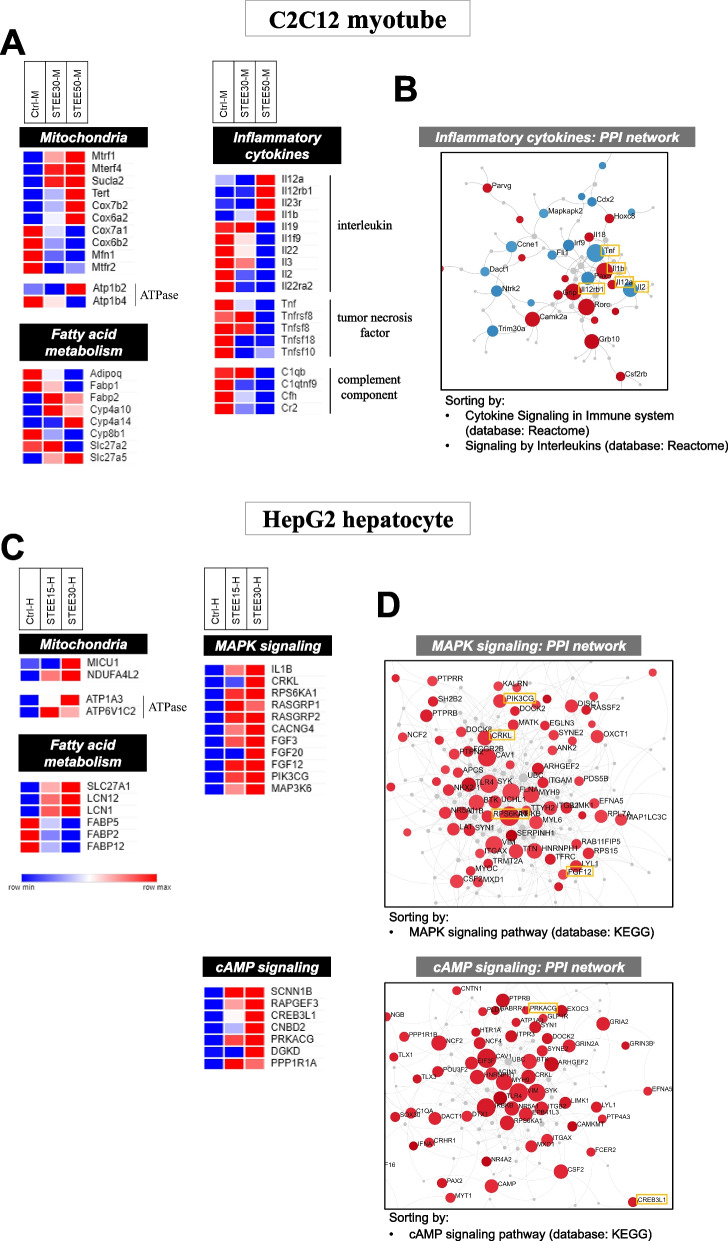
Differential expression heatmap and interaction of the genes. **A** Heatmaps comparing the mean expression of transcripts in STEE-treated (lower and higher concentrations) C2C12 and non-treated control. **B** A module from PPI networks of DEGs of inflammatory cytokines in STEE50-M. The red node denotes up-regulated DEGs and the blue node denotes down-regulated DEGs. **C** Heatmaps comparing the mean expression of transcripts in STEE-treated (lower and higher concentrations) HepG2 and non-treated control. **D** Modules from PPI networks of upregulated genes related MAPK signaling and cAMP signaling in STEE30-H. The red node denotes up-regulated genes. The bar represents color-toned relative expression levels. Color shading of the nodes indicates the relative intensity. The gray nodes represent the proteins

We found that some mitochondria activity-related transcripts were differentially regulated by the STEE treatment. 

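Of the 12 mitochondria-related genes of Table S3, 5 were higher in STEE50-M, 4 were lower and 3 did not pass the study thresholds in limma. All 12 had the direction of Table S3, a list that the study chose on these same arrays and so no independent evidence of direction, and 6 had a mean signal above background. *Mterf4*, a regulator of mitochondrial ribosome assembly on chromosome 1 from 93301205 to 93305879, was 6.69 ± 0.03 (SD, n = 2) in Ctrl-M and 7.41 ± 0.29 (SD, n = 2) in STEE50-M. *Mfn1*, which fuses outer mitochondrial membranes, lies on chromosome 3 from 32529443 to 32579225 and was 11.45 ± 0.18 (SD, n = 2) in Ctrl-M and 10.91 ± 0.23 (SD, n = 2) in STEE50-M. Fixed lists of mitochondrial genes had medians near 0. The 75 genes of the mitochondrial ribosome had a median of 0.005, the 17 of the TCA cycle -0.025, the 15 of ATP synthase -0.055, and the 14 of complexes II and III -0.03, and camera gave an adjusted p between 0.773 and 0.894 for these 4. None of the 39 genes of Table S3 had an adjusted p under 0.05, over all probe sets or adjusted over the list alone.

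**Figure D3:**
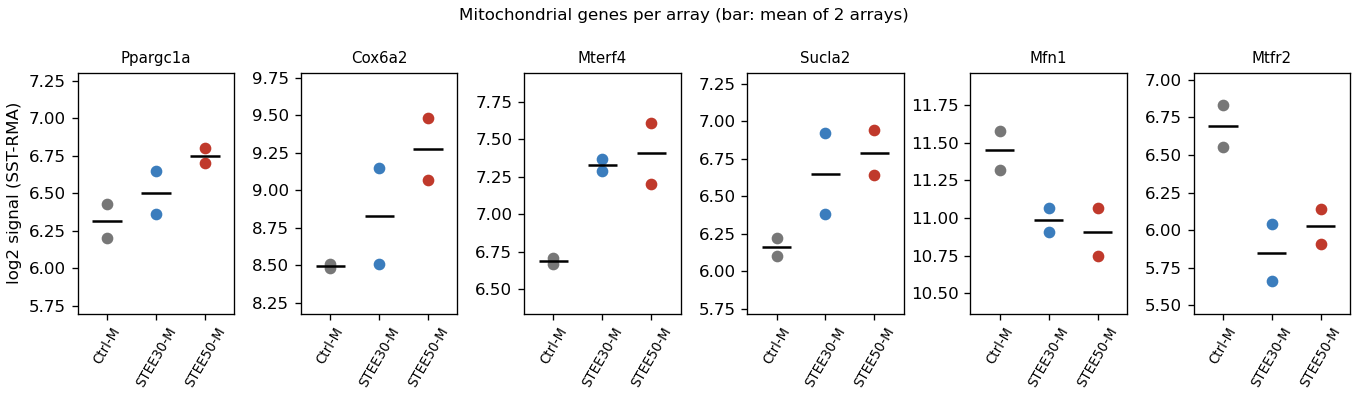
Log2 signal (vertical axes, each spanning the same range) of 6 genes on each array of the 3 groups (horizontal axes). Points are arrays and bars are means of 2 arrays. For each of the 6 genes, both STEE50-M arrays lie on the same side of both Ctrl-M arrays, as they do for 34.7% of all probe sets. All but *Ppargc1a* come from Table S3, which the study chose on these same arrays. The paper singled out *Ppargc1a* after looking at these arrays too, so the separation of the 6 genes is no independent evidence.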

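Expressed genes of this group were *Cox6a2*, *Cox7a1*, *Mterf4*, *Sucla2*, *Mfn1* and *Mtfr2*. *Cox6a2*, on chromosome 7 from 128205435 to 128206366, had a log2 fold change of 0.78 (standard error 0.27) in STEE50-M and 0.34 in STEE30-M. *Cox7a1*, the muscle isoform of another complex IV subunit, was at -0.46 (standard error 0.21) without passing the study thresholds. *Cox6b2* was at -0.62 and *Cox7b2* at 0.05 (standard error 0.22), both at signals below background. *Mtrf1*, a mitochondrial translation release factor gene, was at 0.56 below background, and *Mterf4* at 0.72 (standard error 0.22) in STEE50-M and 0.64 in STEE30-M, passing at both doses. *Sucla2*, a succinyl-CoA synthetase subunit gene, was at 0.63 (standard error 0.25). *Mtfr2*, a mitochondrial fission regulator gene, was at -0.67 (standard error 0.23) in STEE50-M and -0.84 in STEE30-M, passing at both. For *Mfn1* the values were -0.54 and -0.46, the second without passing. No adjusted p of these genes was under 0.05 in limma.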

Among the genes related to mitochondrial respiration, *Cox7b2* and *Cox6a2* were significantly upregulated in STEE50-M, and *Cox7a1* and *Cox6b2* were significantly downregulated in STEE50-M. Respiratory electron transport-related *NDUFA4L2* showed significant upregulation in STEE30-H and showed 1.33-fold upregulation satisfied with *p* < 0.05 in STEE15-H. Two mitochondrial transcription and translation-related genes: *Mtrf1* and *Mterf4*, TCA cycle-related gene: *Sucla2*, and telomerase: *Tert* were significantly upregulated in STEE50-M. *Mterf4* was significantly downregulated also in STEE30-M. Of the two fusion and fission-related genes: *Mfn1* and *Mtfr2*, *Mtfr2* was significantly downregulated both in STEE30-M and STEE50-M, and *Mfn* showed significant downregulation in STEE50-M and also showed 1.24-fold downregulation tendency in STEE30-M (*p* = 0.0514). Furthermore, *Atp1b2*, an ion-transporting ATPase that plays a role in ATP generation by oxidative phosphorylation (OxPhos) [24–26], was significantly upregulated in STEE50-M. Another ATPase gene *Atp1b4* was significantly downregulated in STEE50-M. In STEE30-H, ion-transporting ATPase genes *ATP1A3* and *ATP6V1C2* were significantly upregulated. These two genes showed 1.38- and 1.42-fold upregulation satisfied with *p* < 0.05 in STEE15-H, respectively.

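*Atp1b2*, which encodes a beta subunit of the sodium and potassium pump, lies on chromosome 11 from 69599728 to 69605978. Its log2 fold change was 0.56 (standard error 0.22) in STEE50-M and -0.10 in STEE30-M, and it passed the study thresholds between the doses (0.65). *Atp1b4* was at -0.63 (standard error 0.27) in STEE50-M and -0.28 in STEE30-M. The mean signals of 5.15 and 3.72 lay below the background level of 5.30, and neither gene had an adjusted p under 0.05 in limma.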

We found that STEE treatment resulted in a differential expression of some FA metabolism-related genes. 

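Of the 8 genes of fatty acid metabolism in Table S3, 2 were higher, 1 was lower and 5 did not pass the study thresholds in STEE50-M. All 8 had the direction of Table S3, which the study chose on these arrays, and none had a mean signal above background. The highest of the 8 was *Cyp4a14*, at 4.37. Of the 21 fixed genes of fatty acid uptake and binding, 10 had a signal above background.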

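*Fabp2*, a fatty acid binding protein gene best known from intestine, had the largest change in the per-array values of the 4 fatty acid transport genes of Table S3. In Table S3 itself, *Fabp1* (-1.36) and *Slc27a5* (1.33) have larger linear folds in STEE50-M than *Fabp2* (1.32). *Fabp2* lies on chromosome 3 from 122895072 to 122899506, and its signal was 3.33 ± 0.16 (SD, n = 2) in Ctrl-M and 4.18 ± 0.38 (SD, n = 2) in STEE50-M. This is a log2 fold change of 0.86 (standard error 0.25), and the value in STEE30-M was 1.16, passing the study thresholds at both doses. *Fabp1* was at -0.57 (standard error 0.22) and passed. *Adipoq*, which encodes the adipocyte hormone adiponectin, was at -0.51 (standard error 0.23), and the transporters *Slc27a2* and *Slc27a5* at -0.28 and 0.31 (standard errors 0.24 and 0.23), none of the 3 passing. Each of these 5 genes had a mean signal at or below background, and adipocyte markers as a list of 13 had a median of -0.08 (camera adjusted p = 0.787).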

The adipogenic differentiation-related *Adipoq* was significantly downregulated in STEE50-M. Among the FA transport-related genes, *Fabp1* and *Slc27a2* were significantly downregulated in STEE50-M, and *Fabp2* and *Slc27a5* were significantly upregulated in STEE50-M. *Fabp2* was also significantly upregulated in STEE30-M. The FA transporter genes: *FABP5*, *FABP2*, and *FABP12* were significantly downregulated in STEE30-H. Among those three genes, *FABP2* and *FABP12* showed 1.48-fold downregulation satisfied with *p* < 0.05 in STEE15-H, and *FABP5* showed 1.26-fold downregulation tendency in STEE15-H (*p* = 0.0677). Other FA transport-related genes: *SLC27A1*, *LCN12*, and *LCN1* were significantly upregulated in STEE-30-H. Among them, *SLC12A1* and *LCN1* showed 1.29- and 1.43-fold upregulation satisfied with *p* > 0.05 in STEE15-H, respectively. In addition, enzymatic metabolism-related genes: *Cyp4a10* and *Cyp4a14* were significantly upregulated and *Cyp8b1* was significantly downregulated in STEE50-M. Among them, *Cyp4a10* showed 1.26-fold upregulation tendency (*p* = 0.0575) and *Cyp8b1* showed 1.23-fold downregulation tendency (*p* = 0.0824) in STEE30-M, respectively.

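*Cyp4a14*, a fatty acid omega-hydroxylase gene, was at 0.52 (standard error 0.22) in STEE50-M and 0.11 in STEE30-M, and passed the study thresholds in STEE50-M. *Cyp4a10* was at 0.36 (standard error 0.21) in STEE50-M without passing and at 0.60 in STEE30-M, where it passed; its probe set is shared with *Cyp4a31*, so the signal cannot be assigned to 1 of them. *Cyp8b1*, a sterol hydroxylase gene of bile acid synthesis, was at -0.33 (standard error 0.21) in STEE50-M and -0.26 in STEE30-M, not passing at either dose. The mean signals were 4.37, 3.89 and 3.02, all below background.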

We found some DEGs of inflammatory cytokines and their receptors from the data. 

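Of the 10 interleukin genes of Table S3, 1 was higher, 3 were lower and 6 did not pass the study thresholds in STEE50-M, and 2 had a mean signal above background. Of its 5 tumor necrosis factor genes, 2 were lower and 3 did not pass, and of its 4 complement genes, 2 were lower and 2 did not pass. All 19 had the direction of Table S3, a list chosen on these arrays. Of 41 genes of the TNF superfamily, fixed as a list of its own, 4 were lower, none was higher and 37 did not pass (median log2 fold change -0.19, camera adjusted p = 0.068, and 17 above background).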

Interleukin genes: *Il12a*, *Il12rb1*, *Il23r*, and *Il1b* showed significant upregulation, and *Il19*, *Il1f9*, *Il22*, *Il3*, *Il2*, and *Il22ra2* showed significant downregulation in STEE50-M. *Il22ra2* was significantly downregulated also in STEE30-M. Tumor necrosis factor genes: *Tnf*, *Tnfrsf18*, *Tnfsf8*, *Tnfsf18*, and *Tnfsf10* were significantly downregulated in STEE50-M. Among them, *Tnfsf18* showed 1.22-fold downregulation tendency (*p* = 0.0689) in STEE30-M. Complement component genes: *C1qb*, *C1qtnf9*, *Cfh*, and *Cr2* were significantly downregulated in STEE50-M. Among them, *C1qtnf9* showed 1.23-fold downregulation tendency (*p* = 0.0817) in STEE30-M. Many cytokine genes were significantly regulated in STEE50-M compared to STEE30-M suggesting a higher concentration of STEE may have a stronger impact on inflammatory modulation in C2C12 myotubes.

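In STEE50-M, *Il1b* and *Il12a*, the 2 interleukin genes of Table S3 above background, had log2 fold changes of 0.46 (standard error 0.23) and 0.45 (standard error 0.21) without passing. Below background, *Il22*, *Il3*, *Il22ra2* and *Il23r* passed, *Il22* at -0.61, and *Il19*, *Il1f9* and *Il2* did not, at -0.45, -0.44 and -0.33. *Tnf* was at -0.62 (standard error 0.23) and *Tnfrsf8* at -0.59, both passing, while *Tnfsf8*, *Tnfsf18* and *Tnfsf10* were at -0.64, -0.41 and -0.57 without passing. *C1qb* and *C1qtnf9* were at -0.34 and -0.30, not passing. Between the doses, 6 of the 39 genes of Table S3 passed, among them *Il12a* (0.66), *Tnfrsf8* (-0.64) and *Atp1b2*. None of the 39 had an adjusted p under 0.05 in any of these comparisons. Of all 39, 20 passed in STEE50-M, and fewer did with any single Ctrl-M or STEE50-M array left out. The list was chosen on these same arrays and leaving one out widens the error, so a fall is expected. From the many cytokine genes regulated in STEE50-M compared with STEE30-M, the paper proposes that a higher concentration of the extract may have a stronger impact on inflammatory modulation.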

Given this result, next, we attempted to construct protein–protein interaction (PPI) networks to analyze the interactions between the DEGs. Initial sub-networks consisting of nodes (represent genes) and edges (represent interactions) were constructed based on the first-order generic PPI in the comparison between STEE50-M and Ctrl-M. Then the networks were sorted by 'Cytokine Signaling in Immune system' and 'Signaling by Interleukins' of the Reactome database [27], and a module consisting of 17 nodes represented by downregulated genes and 17 nodes by upregulated genes could be extracted. *Tnf*, *Il2*, *Il12rb1*, and *Il1b* were detected as cytokine genes with many edges in the module, i.e., high interaction in the module (Fig. 6B).

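Of the genes labelled in Fig. 6B, those with a signal above background included *Il18*, an inflammasome-activated cytokine gene, at 0.74 (standard error 0.24) in STEE50-M, *Camk2a*, a calcium/calmodulin-dependent kinase gene, at 0.85 (standard error 0.28), and *Ccne1*, cyclin E1, at -0.58 (standard error 0.20), all passing the study thresholds. *Mapkapk2*, a kinase gene downstream of p38, was at -0.41 and *Dact1* at -0.45, neither passing. Below background, *Cdx2*, *Fli1* and *Trim30a* passed, at -0.70, -0.57 and -0.78, and *Irf9*, *Parvg*, *Ntrk2* and *Grb10* did not, at -0.49, 0.51, -0.57 and 0.32. The mean signal of *Tnf* was 3.53 and that of *Il2* 3.49, against 5.56 for *Il1b*. The interactions themselves were not analysed here.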

Also, we found some DEGs encoded for the molecules that constitute signaling pathways from the data. MAPK signaling-related genes: *IL1B*, *CRKL*, *RPS6KA1*, *RASGRP1*, *RASGRP2*, *CACNG4*, *PIK3GC*, and *MAP3K6*, and fibroblast growth factor genes: *FGF3*, *FGF20*, and *FGF12* showed significant upregulation in STEE30-H. Among them, *RASGRP1*, *RASGRP2*, *CACNG4*, *FGF3*, and *PIK3GC* were significantly upregulated also in STEE15-H. In addition, *IL1B*, *RPS6KA1*, *FGF12*, and *MAP3K6* showed 1.41-, 1.49-, 1,37-, and 1.22-fold upregulation satisfied with *p* < 0.05 in STEE15-H, respectively. cAMP signaling-related genes: *SCNN1B*, *RAPGEF3*, *CREB3L1*, *CNBD2*, *PRKACG*, *DGKD,* and *PPP1R1A* showed significant upregulation in STEE30-H. Among them, *SCNN1B*, *RAPGEF3*, *CNBD2*, and *PPP1R1A* showed significant upregulation also in STEE15-H, and *CREB3L1* showed 1,28-fold upregulation satisfied with *p* > 0.05 in STEE15-H.

Given these results, sub-networks of the upregulated genes related to MAPK signaling in STEE30-H were constructed by minimum-order generic PPI and sorted by 'MAPK signaling pathway' of the KEGG database [28]. We could extract a module consisting of 63 nodes represented by upregulated genes. Of the genes shown in the heatmap, *RPS6KA1*, *CRKL*, *PIK3CG*, and *FGF12* were presented in the module. In addition to these, the module was made up of many genes and proteins (Fig. 6D). Also, sub-networks of the upregulated genes related to cAMP signaling in STEE30-H were constructed by minimum-order generic PPI and sorted by 'cAMP signaling pathway' of the KEGG database. We could extract a module consisting of 35 nodes represented by upregulated genes. Of the genes shown in the heatmap, *PRKACG* and *CREB3L1* were presented in the module. The module was made up of many genes and proteins, and this included nodes of MAPK-related genes such as *RPS6KA1* and *CRKL* (Fig. 6D). These analyses indicated that the activated signaling pathways are constituted under the interaction of many genes, and even under the interaction between different pathways.

The list of DEGs presented in the heatmap is given in Additional file 2: Tables S3 and S4, together with the characteristics of each transcript.

### PPI analysis and qPCR approach suggested that STEE-induced transcriptional regulation by PGC-1α

Given the microarray data analysis indicating transcriptional regulation of nuclear receptor-related pathways (especially peroxisome proliferator-activated receptor gamma; PPARγ) by STEE, we attempted to construct PPI networks to analyze the interactions between the DEGs and the transcription factors (TFs), which could be regulated by STEE.

To detect DEGs-TFs interactions in the comparison between STEE50-M and Ctrl-M, initial sub-networks were constructed based on the first-order generic PPI, and then the network regulated by the specific TFs was extracted as the module using the TRRSUT database [29]. We could extract a module consisting of 28 nodes having regulatory interaction with TFs 'Pparg' and 'Ppargc1a' (Fig. 7A). Of these nodes, five nodes were represented by downregulated genes, including *Il12rb1*, and five nodes by upregulated genes, including *Tnf* (other 18 nodes are proteins that had a high interaction with the up and downregulated DEGs).

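Of the transcription factors of this module, *Pparg* had a signal of 7.15 ± 0.36 (SD, n = 2) in Ctrl-M and 6.76 ± 0.74 (SD, n = 2) in STEE50-M, a difference within the replicate spread. It lies on chromosome 6 from 115360879 to 115490404. Among genes labelled in Fig. 7A, *Pax5* was at -0.66 (standard error 0.22) at a signal below background and passed the study thresholds, and *Cdk6*, a cell cycle kinase gene at a mean signal of 12.57, was at -0.62 (standard error 0.28) without passing. Which genes the 2 factors regulate was not analysed here.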

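*Tnf* was lower and *Il12rb1* had a positive log2 fold change in STEE50-M. *Tnf*, on chromosome 17 from 35199367 to 35202007, was 3.89 ± 0.34 (SD, n = 2) in Ctrl-M and 3.28 ± 0.01 (SD, n = 2) in STEE50-M. *Il12rb1*, on chromosome 8 from 70808360 to 70823542, was 2.85 ± 0.04 (SD, n = 2) in Ctrl-M and 3.28 ± 0.20 (SD, n = 2) in STEE50-M. Both lay below background on the arrays.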

**Fig. 7:**
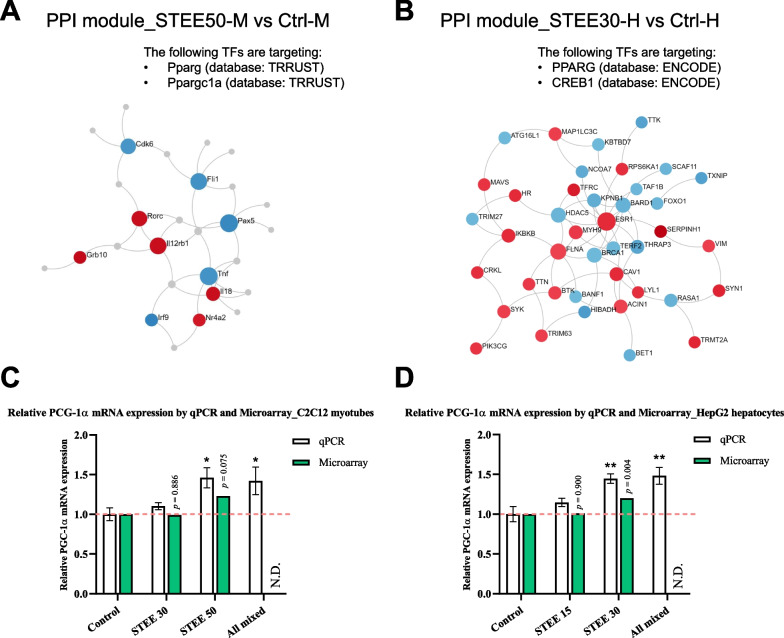
STEE regulates transcriptions linked with the transcription factor activity. **A** A module from PPI networks of DEGs between STEE50-M and Ctrl-M, which are targeted by TFs 'Pparg' and 'Ppargc1a' (TRRUST database). **B** A module from PPI networks of DEGs between STEE30-H and Ctrl-H, which are targeted by TFs 'PPARG' and 'CREB1' (ENCODE database). The red node denotes up-regulated DEGs and the blue node denotes down-regulated DEGs. Color shading of the nodes indicates the relative intensity. The gray nodes represent the proteins. **C**, **D** PGC-1α mRNA levels are expressed as relative values in STEE- or a mixture of STEE's polyphenols-treated C2C12 myotubes compared to control and in STEE- or a mixture of polyphenols-treated HepG2 cells compared to control. Values assessed by qPCR are shown in white (n = 4, except for two outliers in HepG2), and relative values assessed by the microarray are shown in green (n = 2). For qPCR data, error bars depict mean ± SEM, and One-way ANOVA with Dunnett's post hoc test was performed to assess statistical significance: *p < 0.05, **p < 0.01. N.D. means no data

Next, to detect DEGs-TFs interactions in the comparison between STEE30-H and Ctrl-H, initial sub-networks were constructed based on the zero-order generic PPI, and then the network regulated by the specific TFs was extracted as the module using the ENCODE database [30]. We could extract a module consisting of 19 nodes represented by downregulated genes and 22 nodes represented by upregulated genes, which have regulatory interaction with TFs 'PPARG' and 'CREB1' (Fig. 7B). These nodes included *ESR1* (up) and *FOXO1* (down), which have a tight relationship with PGC-1α [31–33]. Also, upregulated *RPS6KA1*, *CRKL*, and *PIK3CG* associated with the MAPK cascade were included in the module's nodes.

Microarray data analysis suggested that STEE has some effect on the activity of TFs, particularly those involved in PPARγ. 

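*Ppargc1a*, which encodes the coactivator PGC-1α of mitochondrial biogenesis, lies on chromosome 5 of the mouse from 51454249 to 52115853 and had a signal above background. Its log2 signal was 6.20 and 6.43 in the Ctrl-M arrays, 6.65 and 6.36 in the STEE30-M arrays, and 6.70 and 6.80 in the STEE50-M arrays. The log2 fold change in STEE50-M was 0.44 (standard error 0.22, 95% confidence interval -0.06 to 0.93, adjusted p = 0.952 from limma), a linear fold of 1.35, and did not pass the study thresholds. Both STEE50-M arrays lay above both Ctrl-M arrays (two-sided exact permutation test, p = 0.333, the smallest p that 2 arrays against 2 allow). In STEE30-M the log2 fold change was 0.19 (two-sided exact permutation test, p = 0.667), and against STEE30-M the STEE50-M value was 0.25 higher, with an interval of -0.25 to 0.74.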

We checked the dataset by focusing on PPARγ-related TFs and found that *ppargc1a* levels showed a 1.23-fold increase (*p* = 0.075) in STEE50-M compared with control (Fig. 7C), and *PPARGC1A* levels showed a 1.2-fold increase (*p* = 0.004) in STEE30-H compared with control (Fig. 7D), although outside the thresholds setting in the analysis. We, therefore, attempted to analyze the PGC-1α transcript levels by running PCR cycles with an increased number of biological replicates of each group.

In qPCR, additional two replicates were added to the two replicates used for the microarrays (*n* = 4 replicates for each). In addition, RNA samples from each cell treated with the STEE's four polyphenol mixture (All mixed) were added to this analysis: for the treatment to C2C12, 50 µg/mL STEE equivalents were treated for 6 h, and for the treatment to HepG2, 30 µg/mL STEE equivalents were treated for 24 h. As a result, the groups treated with the higher concentration-STEE (50 µg/mL in C2C12; 30 µg/mL in HepG2) and All mixed showed a statistically significant increase of *PGC-1α* expression both in C2C12 (approximately 1.4-fold; *p* > 0.05, respectively, Fig. 7C) and in HepG2 (approximately 1.45-fold; *p* > 0.01, respectively, Fig. 7D) compared to controls, indicating that running the PCR cycle with four biological replicates let us confirm a significant up-regulation of *PGC-1α* not only by STEE but also by its polyphenols.

Cumulatively, these results indicated STEE and its polyphenols may induce the physiological activations related to transcriptional activation of PGC-1α.

## Discussion

In the present study, we have demonstrated that STEE and its polyphenols could enhance mitochondrial activity in cultured myotubes and hepatocytes in vitro. Further, microarray-based omics analysis provides compelling evidence indicating that STEE could modulate an array of biological processes, physiological responses, and molecular pathways. Additionally, qPCR data validated that STEE and its polyphenols have the potential to bolster the activity of the pivotal mitochondrial master regulator, PGC-1α, within an in vitro context.

In a previous study, we documented the ability of STEE to facilitate astrocyte morphogenesis [14]. Notably, the mitochondrial activity, the cAMP pathway, and PGC-1α, which have been indicated as potential targets activated by STEE in the current research, have also been recognized as significant elements in the mechanisms underlying astrocyte stellation [34–36]. This suggests that these factors likely assume a central role in the regulatory effects elicited by STEE and its polyphenolic constituents. The findings of this study are summarized in Fig. 8.

**Fig. 8:**
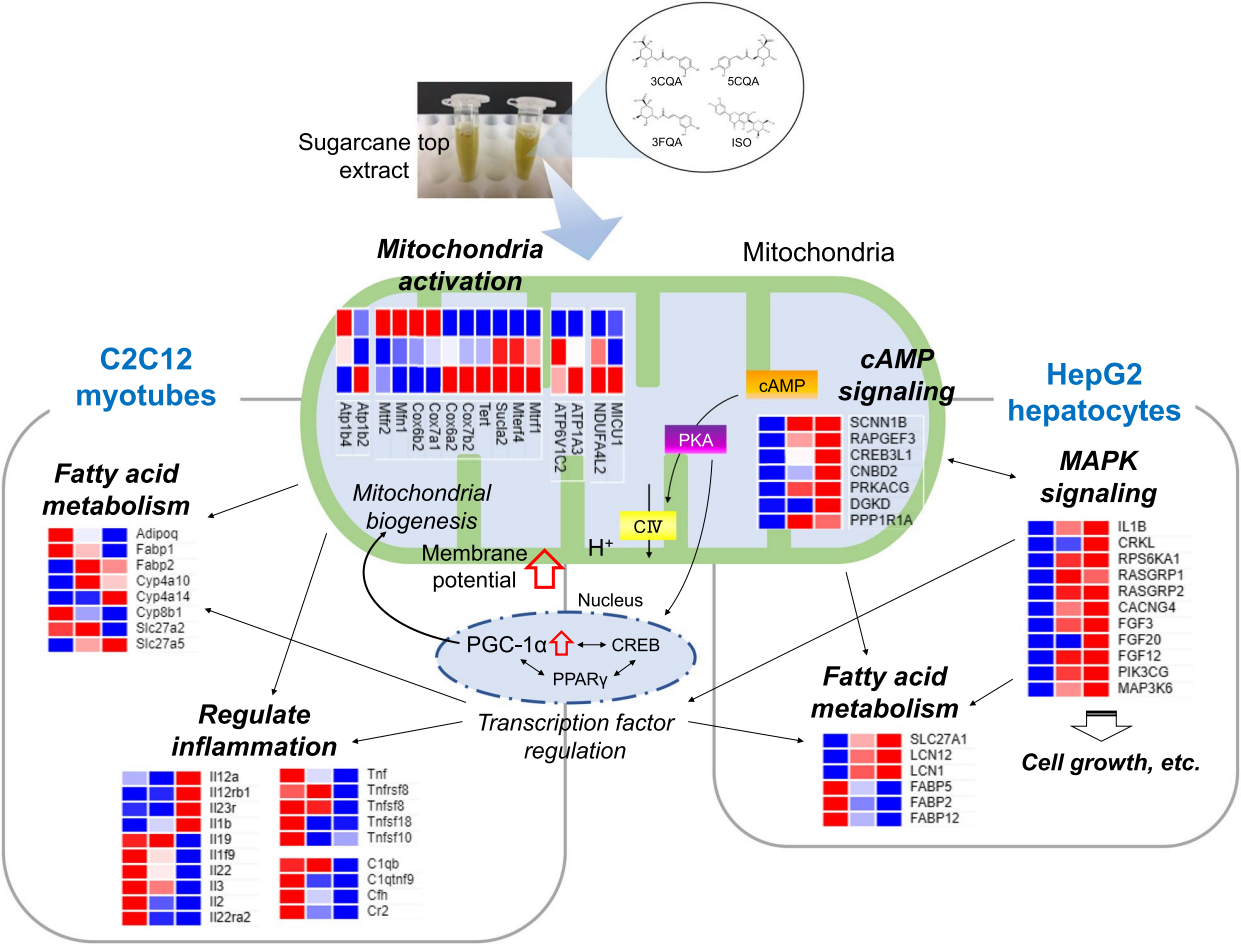
The predicted diagram of mitochondria and its related pathway modulation by STEE and its polyphenols. STEE and its polyphenols may stimulate the mitochondria activity, cAMP pathway, or transcription factor activity, especially PGC-1α. This activation could trigger other pathways activation such as fatty acid metabolism, inflammatory responses, and MAPK signaling

The present study suggests a preparative action of second messenger-mediating cascades by STEE, particularly in HepG2 cells: adenylyl cyclase (AC) activity, AC-activating receptor signaling, guanyl-nucleotide exchange factor activity, and cyclic nucleotide signaling as second messenger were characteristics of bio-phenomena enriched by the DEGs in STEE-treated HepG2 cells. cAMP is a ubiquitous second messenger and is generated from ATP via the action of the AC [37]. cAMP activates its downstream effectors such as protein kinase A (PKA) or exchange protein activated by cAMP (EPAC) [38]. Upregulation of ion-transporting ATPase genes *ATP1A3* and *ATP6V1C2* and cAMP downstream effector-related genes *PRKACG*, *RAPGEF3* (EPAC encoding), and *PPP1R1A* (Inhibitor-1; I-1 encoding [39]) strongly suggest that STEE exposure activated ATP generation and following cAMP pathway in HepG2 cells. Also, PKA in the matrix induces phosphorylation of mitochondrial substrates including complex IV (cytochrome c oxidase; COX) [40–42]. Upregulation of ubiquinone subcomplex gene *NDUFA4L2* indicate that STEE may have a regulatory effect on the mitochondrial electron transport chain by modulating cAMP signaling [40, 42–44]. The previously reported data of soluble AC can be localized in the mitochondrial matrix reinforce the hypothesis of activation of the intramitochondrial second messenger cascade by STEE [44].

The TFs associated with nuclear receptors were suggested to be promising elements related to STEE's regulatory effects. Our findings confirmed the increase of PGC-1α expression by STEE. PGC-1α is a transcriptional coactivator that interacts with PPARγ, but also is the master regulator of mitochondrial biogenesis and plays a key role in metabolic homeostasis [5–7]. In energy metabolism, PGC-1α and its downstream effectors activate the mitochondrial complexes and OxPhos [45, 46]. The PPI analysis in this study gave a module targeted by the cAMP response element-binding protein (CREB), which is one of several PGC-1α upstream regulators. Also, CREB can be a downstream effector of PKA [9, 47]. Based on these backgrounds and the present data, STEE and its polyphenols could contribute to the cAMP-mediated activation of PGC-1α. Also, increased OxPhos activity could reduce mitochondrial reactive oxygen species (ROS) generation [48, 49], and mitochondrial ROS levels could affect its fusion and fission dynamics [50]. The balance between mitochondrial fusion and fission is critical to its quality control [2, 4]. Data in this study showed decreased levels of fusion- and fission-related genes *Mfn1* and *Mtfr2* [51], suggesting STEE may contribute more to activating mitochondrial biogenesis compared with mitochondrial dynamics. Furthermore, decreased PGC-1α is linked to cellular senescence with telomere shortening and DNA damage, and upregulation of telomerase reserve transcriptase (TERT)-encoding *Tret* suggests that STEE and its polyphenols may have a PGC-1α-mediated anti-cellular senescence effect [52, 53].

The transcriptomic analysis of this study suggested that FA metabolism was also targeted by STEE's bioactivity. FAs are generally a mitochondrial energy source. Intracellular FAs are converted into fatty acyl-CoA by acyl-CoA synthetase-activity of fatty acid transport proteins (FATPs), which are a family of trans-membrane transport proteins [54, 55]. Fatty acyl-CoA passed through the mitochondrial outer membrane and transported to the matrix is converted to acetyl-CoA by β-oxidation with enzymatic reactions. Excessive cytoplasmic FAs due to imbalances in energy demand increase oxidative stress and disrupt mitochondrial respiration [56, 57]. Upregulated FATP-encoding *SLC27A* genes suggest active FA transport in STEE-treated HepG2 cells [58]. However, data in this study showed that downregulated *FABP* genes, which is another FA transport protein [55, 59] in HepG2 cells, and upregulated microsomal ω-oxidation cytochrome P450 *Cyp4a* genes, which can generate ROS by its catalytic cycle [60, 61], in STEE-treated C2C12 myotubes. These suggest that STEE may affect fatty acid metabolism via minor pathways.

An environment of permanent oxidative stress could induce chronic inflammatory states [62]. Inflammation is the protective response to biological stimuli, and the signaling of cytokine, a small soluble peptide, fundamentally affects the induction and progression of inflammation. Transcription of cytokines is stimulated by cellular pathways including c-Jun N-terminal kinase (JNK) and p38 MAPK, which could be activated by oxidative stress [63]. Skeletal muscles are the primary site affected by age-related inflammation, and contractile dysfunction due to TNFα, a major endocrine stimulus, and imbalanced ROS production causes the decrease of muscle mass, strength, and quality [64–66]. Also, complements recruited by the immune system have been reported to play a key role in the pathogenesis of autoimmune muscle disorders such as inflammatory myopathies [67, 68]. The classical pathway components including C1 and C2 have been reported to be biosynthesized in myoblast cell lines [69]. Our microarray data suggest that STEE could act in an inhibitory manner on these pathways in in vitro myotubes.

Interleukins (e.g., IL-6) are also key cytokines that mediate chronic inflammation and subsequent muscle atrophy [66]. Of the microarray data of myotubes, *Il2*, *Il3*, and *Il12* were detected as DEGs encoded for the class I cytokine receptor family-binding molecules, and *Il19* and *Il22* were detected as DEGs encoded for the class II cytokine receptor family-binding molecules. Anti-inflammatory interleukins have been suggested to be elevated compensatory to an increase in pro-inflammatory ones, indicating that not only pro-inflammatory but also anti-inflammatory interleukin expression may be involved in the progression of myositis [70]. Interestingly, expression of the pro-inflammatory cytokine *IL-1β* gene was significantly upregulated in both types of STEE-treated cells. The previous studies reported that p38 MAPK can be phosphorylated by IL-1R-mediated signaling and that PGC-1α stimulated by ROS shows an anti-oxidative stress effect through a negative feedback loop [71, 72]. In addition, previous studies demonstrated that increases in PGC-1α protein levels would occur in parallel with an increase in the p-p38/p38 ratio in C2C12 by the *Gynostemma pentaphyllum* plant extract and HepG2 by the *Rosa roxburghii* Tratt seed oil [73, 74]. These reports and our previous findings [14] suggest that STEE and its polyphenols may induce an increase in PGC-1α protein levels with an increase in the p-p38/p38 ratio. These encourage us to further explore of the cytokine's defense system alterations by STEE and its polyphenols and related signaling molecule status [14].

Although the results of the assay with Rh123 reported in this and our previous study suggested that 3CQA, 5CQA, and ISO may be responsible for mitochondrial stimulation [14], there are other studies reported that 3FQA showed a strong relation to antioxidant-related proteins [75, 76], suggesting 3FQA may contribute to anti-oxidative stress, not via direct stimulation of mitochondria or PGC-1α.

Several MAPK signaling-related terms were enriched by the DEGs, particularly in STEE-treated HepG2 cells. Among MAPK cascade-related DEGs, the *FGF* genes showed up-regulation by STEE. The FGF family comprises signaling that stimulates various biological processes such as growth, differentiation, inflammation, or cellular senescence. The formation of complex FGF and its receptor FGFR phosphorylates the specific intercellular receptor domain and recruits other proteins like CRKL, which activates down-stream pathways such as Ras/MAPK or phosphatidylinositol 3-kinase (PI3K)/Akt signaling [77, 78]. Microarray data in this study suggest that STEE could regulate FGFR-mediated pathways in HepG2 cells, resulting in biological events such as cell growth. Data also showed upregulation of not only canonical FGF (*FGF3* and *FGF20*) but also intracellular FGF (*FGF12*) transcript levels in STEE-treated cells, suggesting STEE could regulate the channel activity [79].

The current study presents an integrated evaluation of transcriptional changes induced by STEE in both myotubes and hepatocytes, encompassing two different concentrations for each cell type. The findings suggest subtle differences in the activated signaling pathways between the two cell types, possibly attributable to inherent disparities in the nature of these cell lines originating from distinct animal species. For example, the previous study comparing gene expression profiles of mouse and human embryonic stem cells has suggested that differences in cytokine expression between human and mouse stem cells were species-specific rather than differences in culture conditions [80]. Also, a prior study examining the varying susceptibility of statins, commonly employed for cardiovascular disease prevention, in C2C12 and HepG2 cells revealed distinctive responses. Specifically, statins reduced phosphorylation of Akt (protein kinase B) and mitochondrial respiration in C2C12 myotubes but did not impact Akt signaling in HepG2 cells [81]. Nonetheless, noteworthy changes induced by STEE were observed in both cell lines, with C2C12 displaying alterations in genes related to cAMP and MAPK, and HepG2 exhibiting changes in cytokine genes. Inflammation and molecular pathways such as cAMP and MAPK could be mutually regulated rather than independently, as indicated by the PPI analyses in this study. This suggests that regulatory mechanisms could be established through interactions among factors, including the genes falling outside the specified cut-off values.

Nevertheless, the data predominantly pertain to transcript-level observations, prompting the need for evaluations at the protein or functional levels employing analytical techniques like flux analyzers. Furthermore, there is potential for an expanded inquiry aimed at elucidating with precision which specific compounds, including any synergistic effects arising from their combinations, target particular pathways and molecular mechanisms. It would also be valuable to validate the observed bioactivities within the context of stress conditions, such as oxidative stress. Finally, predicting the bioavailability and metabolism of polyphenols and their practical application in vivo remains challenging. Nonetheless, it is worth mentioning that prior clinical studies have documented the presence of unchanged CQAs and ISO in plasma following oral administration [82, 83].

## Conclusion

This study reported for the first time the regulation of mitochondrial activity in C2C12 myotubes and HepG2 hepatocytes following exposure to STEE and its polyphenols. An in-depth analysis of the microarray data has shed light on the multifaceted alterations in gene expression induced by STEE, implicating a wide array of biological processes such as mitochondrial function, FA metabolism, inflammatory cytokine responses, MAPK signaling, and cAMP signaling. Our findings further confirmed that STEE and its polyphenols stimulate the transcription of PGC-1α, a master regulator with pivotal roles in mitochondria. Taken together, these findings introduce STEE as a compelling candidate capable of imparting beneficial effects on both muscle and liver tissues. As we embark on future investigations, the impact of STEE and its polyphenols on muscle and liver functions in animal models will be further elucidated, potentially paving the way for their clinical applications.

## Materials and methods

### Preparation of STEE and chemical reagents

STEE and pure polyphenolic compounds were prepared as previously reported [14]. The freeze-dried amorphous powder was re-suspended in 70% (*v/v*) ethanol at 100 mg/mL. Pure STEE polyphenols 3CQA (≧98%), 5CQA (≧99%), 3FQA (≧98%), and ISO (≧98%) were purchased from Nagara Science (Gifu, Japan) or Sigma-Aldrich (St. Louis, MO, USA) and suspended in 70% (*v/v*) ethanol at 25 or 50 mM. The samples were divided into small aliquots and stored at − 80 °C.

### Cells and cell culture

C2C12 mouse myoblasts and HepG2 human hepatocytes were obtained from American Type Culture Collection (ATCC, Manassas, VA, USA).

C2C12 myoblasts were cultured at 37 °C under 5% CO_2_ in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS; Gibco-Thermo Fisher, Grand Island, NY, USA) and 1% anti-bacterial penicillin/streptomycin (PS). To induce differentiation, the growth medium was replaced with a differentiation medium composed of DMEM supplemented with 2% horse serum (Gibco) and 1% penicillin/streptomycin when cells reached about 90% confluence. After differentiation for 6 days, C2C12 myotubes were treated with samples and then subjected to the experiments.

HepG2 cells were maintained in DMEM containing 10% FBS and 1% PS under 5% CO_2_ at 37 °C. After the cells reached about 90% confluence, the cells were treated with samples and then subjected to the experiments.

### 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay

The MTT assay was performed as a viability assay. Mitochondrial reductase converts the water-soluble yellow MTT to the insoluble purple formazan, and this allows one to detect cellular viability as changes in metabolic activity [84].

C2C12 myotubes or HepG2 cells cultured on the collagen-coated 96-well plate were treated with the extract at a range from 5 to 100 µg/mL for 24 or 48 h. The extract was diluted in serum-free Opti-MEM (Gibco) and used. After removing cultures, MTT solution (5 mg/mL) was added to each well for 3 h to let formazan crystals form, and then 10% SDS was added and incubated for 16 h in the dark to dissolve the crystals. The optical density (OD) was measured with a plate reader (Varioskan LUX, Thermo Fisher Scientific, Rockford, IL, USA) at 570 nm.

### Measurement of mitochondrial activity

Using Rh123, we evaluated intercellular mitochondrial activity. Rh123 is a green fluorescent dye monitoring the proton (H^+^) in mitochondrial intermembrane space, and fluorescence intensity from intercellular Rh123 (i.e., MMP) is proportionate to its mitochondrial activity [85, 86].

C2C12 myotubes or HepG2 cells cultured on the collagen-coated 96 wells plate were treated with the extract (50 µg/mL) or its bioactive compounds (equivalent to that contained in 50 µg/mL of the extract) for 6 or 24 h. The samples were diluted in serum-free Opti-MEM (Gibco) and used. After removing cultures, the cells were incubated with Rh123 solution (10 µg/mL) for 20 min at 37 °C. After washing with PBS, the cells lysed with 1% Triton-X solution for 30 min in the dark, and then transferred into a black clear-bottom 96-well plate. The fluorescence intensity was measured with a plate reader (Varioskan LUX, Thermo Fisher Scientific) at λex/λem = 507 nm/529 nm.

### RNA isolation

Total RNA was isolated from the cells using the RNeasy plus mini kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions. Before experimentation, cells cultured on collagen-coated 6 well plates were treated with the extract or its compounds dissolved in serum-free Opti-MEM (Gibco) for 6 or 24 h. RNA concentration and quality were assessed by Nanodrop One (ThermoFisher Scientific).

### Microarray experiment

Microarray workflow was carried out using GeneChip™ WT PLUS Reagent Kit and GeneChip™ Hybridization, Wash and Stain Kit (Applied Biosystems-ThermoFisher, Foster City, CA, USA), with the protocol provided by the manufacturer. The starting material of 100 ng RNA was reverse transcribed to synthesize single strand-cDNA, and then the strands were fragmented and biotin-labeled. Fragmented, labeled strands were hybridized to probes on Mouse or Human Clariom S Assay chip for 16 h at 45 °C in GeneChip™ Hybridization Oven 645 (Affymetrix-ThermoFisher, Santa Clara, CA, USA). The hybridized chip was washed and stained on the GeneChip™ Fluidics Station 450, and then scanned on the GeneChip™ Scanner 3000.

### Microarray data analysis

Data processing was conducted using Transcriptome Analysis Console (TAC) version 4.0 and subjected to normalization employing the signal space transformation Robust Multiple Average (SST-RMA) package algorithm. DEGs were identified by comparing two mRNA biological samples within each group, employing a significance threshold of *p*-value < 0.05 (determined through one-way between-subjects ANOVA). For C2C12 myotubes, DEGs were defined based on a log2-fold change (FC) cutoff greater than 1.2 or smaller than − 1.2, while for HepG2 cells, DEGs were determined with a log2-FC cutoff exceeding 1.5 or falling below − 1.5.

GO terms over-represented by the DEGs were identified using the Metascape web tool (https://metascape.org/) [87]. The BioPlanet_2019 gene set library was used for clustering DEG by the biological pathways under the Enrichr online tool (https://maayanlab.cloud/Enrichr/) [88–90]. Term Frequency-Inverse Document Frequency (TF-IDF) values were calculated for each gene set, and the values were dimensionally reduced using the UMAP technique. The Leiden algorithm applied to the TF-IDF values identified the terms as a cluster, and the plotted clusters were assigned colors. The Molecular Signatures Database (MSigDB) of Gene Set Enrichment Analysis (GSEA) web tool (https://www.gsea-msigdb.org/gsea/index.jsp) and GeneCards database (https://www.genecards.org/) were used to annotate and analyze the functions of the DEGs. PPI sub-networks were built from the DEGs based on the IMEx Interactome database [91]. The modules were extracted from the network using the Transcription Explorer command, which detects regulatory interactions between the target factors and the target genes. These processes were done on the Network Analyst tool (https://www.networkanalyst.ca/NetworkAnalyst/home.xhtml) [92].

To generate heatmaps, we used Morpheus software (http://software.broadinstitute.org/Morpheus). Venn diagrams were generated using an open-source tool (http://bioinformatics.psb.ugent.be/webtools/Venn/). Butterfly bar charts, code diagrams, and dot plots were drawn using the bioinformatics online tool (https://www.bioinformatics.com.cn/).

Microarray data were deposited at Gene Expression Omnibus (GEO; accession no. GSE243411 for the C2C12 group dataset and GSE243412 for the HepG2 group dataset).

### Real-time quantitative polymerase chain reaction (RT-qPCR)

DNA synthesis was performed by using SuperScript IV VILO Master Mix (Applied Biosystems, Foster City, CA, USA) according to the manufacturer's protocol. The qPCR by the cycles of single-stranding (15 s at 95 °C), primer annealing (1 min at 60 °C), and amplification with Taq DNA polymerase (1 min at 72 °C) was run on Applied Biosystem's 7500 RT-PCR System. Used primers were as follows: *Ppargc1* (Mm01208835_m1), *Gapdh* (Mm99999915_g1), *PPARGC1* (Hs00173304_m1), *GAPDH* (Hs02786624_g1). We chose *Gapdh* or *GAPDH* as housekeeping control to normalize the cycle threshold (CT) values of the target transcript calculated by the ΔΔCT method.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 8 (GraphPad, San Diego, CA, USA). Data were tested for normality by the Shapiro–Wilk test. A one-way analysis of variance (ANOVA) followed by Dunnett's post hoc test was performed on normally distributed data to compare the experimental groups against a control group. The Kruskal−Wallis test followed by Dunn's post hoc test was performed on non-normally distributed data. The significance level was set at α < 0.05 in all cases. Error bars depict mean ± standard error of means (SEM).

### Supplementary Information

**Additional file 1: Fig. S1.** STEE treatment did not affect the viability of both C2C12 and HepG2. (A) C2C12 myotubes were treated with ranged concentrations of STEE (5, 15, 30, 50, 70, and 100 µg/mL) for 24 or 48 h, and then the OD of the cell lysate including MTT was determined as an indication of the cell viability. (B) HepG2 hepatocytes were treated with ranged concentrations of STEE for 24 or 48 h, and then the OD was determined. Results are expressed as relative percentages compared with the control (mean ± SEM, n = 4-6). One-way ANOVA with Dunnett’s post hoc test was performed to assess statistical significance.

**Additional file 2:** **Table S1.** A list of GO terms presented in the dot plot of Figure 3A-C. **Table S2.** A list of GO terms presented in the dot plot of Figure 3D-F. **Table S3.** A list of the DEGs presented in the heatmap of Figure 6A. **Table S4.** A list of the DEGs presented in the heatmap of Figure 6C.

## Data Availability

The data generated and/or analyzed for this study are included in this article and its supplementary information files. Microarray data were deposited at NCBI GEO under accession no. GSE243411 for the C2C12 group dataset and GSE243412 for the HepG2 group dataset.

# Supplementary material for: Modulation of mitochondrial activity by sugarcane (Saccharum officinarum L.) top extract and its bioactive polyphenols: a comprehensive transcriptomics analysis in C2C12 myotubes and HepG2 hepatocytes
**Source:** Nat Prod Bioprospect. 2024 Jan 5;14(1):2. doi: 10.1007/s13659-023-00423-x
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. A list of GO terms presented in the dot plot of Figure 3A-C. Table S2. A list of GO terms presented in the dot plot of Figure 3D-F. Table S3. A list of the DEGs presented in the heatmap of Figure 6A. Table S4. A list of the DEGs presented in the heatmap of Figure 6C.

**Supplementary Tables**

**Table S1. A list of GO terms presented in the dot plot of Figure 3A-C.**

| **GO ID** | **GO term name** | **-log10 (*p*-value)** | | **# overlapped genes** | |
| --- | --- | --- | --- | --- | --- |
|  |  | **STEE30 vs Control** | **STEE50 vs Control** | **STEE30 vs Control** | **STEE50 vs Control** |
| **biological process** | | | | | |
| GO:0032409 | regulation of transporter activity | 2.61 | 2.19 | 13 | 16 |
| GO:0042391 | regulation of membrane potential | 3.84 | 6.75 | 21 | 23 |
| GO:0006594 | inflammatory response | 3.65 | 6.28 | 24 | 39 |
| GO:0019932 | second-messenger-mediated signaling | 3.95 | 6.75 | 14 | 23 |
| GO:0001676 | long-chain fatty acid metabolic process | 2.26 | 3.41 | 7 | 11 |
| GO:0006631 | fatty acid metabolic process | 4.20 | 2.84 | 18 | 20 |
| GO:0033559 | unsaturated fatty acid metabolic process | 2.42 | 2.49 | 7 | 9 |
| GO:0016042 | lipid catabolic process | 4.29 | 4.32 | 23 | 22 |
| GO:0044242 | cellular lipid catabolic process | 2.87 | 2.77 | 11 | 14 |
| GO:0045859 | regulation of protein kinase activity | 2.36 |  | 19 |  |
| GO:0032368 | regulation of lipid transport | 2.01 |  | 8 |  |
| GO:0071345 | cellular response to cytokine stimulus |  | 4.85 |  | 43 |
| GO:0019221 | cytokine-mediated signaling pathway |  | 3.07 |  | 23 |
| GO:0006936 | muscle contraction |  | 3.80 |  | 18 |
| GO:0003012 | muscle system process |  | 3.46 |  | 20 |
| GO:0002683 | negative regulation of immune system process |  | 5.71 |  | 36 |
| GO:0040011 | locomotion |  | 5.00 |  | 27 |
| **cellular component** | | | | | |
| GO:0043235 | receptor complex | 2.38 | 2.30 | 20 | 27 |
| GO:1902495 | transmembrane transporter complex | 3.95 |  | 26 |  |
| GO:0045277 | respiratory chain complex IV |  | 2.07 |  | 4 |
| **molecular function** | | | | | |
| GO:0140375 | immune receptor activity | 4.53 | 4.55 | 12 | 15 |
| GO:0019955 | cytokine binding | 2.69 | 2.93 | 9 | 12 |
| GO:0005125 | cytokine activity |  | 9.36 |  | 28 |
| GO:0004112 | cyclic-nucleotide phosphodiesterase activity |  | 3.08 |  | 5 |
| GO:0030551 | cyclic nucleotide binding |  | 2.37 |  | 5 |
| GO:0005324 | long-chain fatty acid transporter activity |  | 2.89 |  | 4 |
| GO:0036041 | long-chain fatty acid binding |  | 2.89 |  | 4 |
| GO:0004879 | nuclear receptor activity |  | 2.40 |  | 6 |
| GO:0004875 | complement receptor activity |  | 2.35 |  | 3 |

**Table S2. A list of GO terms presented in the dot plot of Figure 3D-F**

| **GO ID** | **GO term name** | **-log10 (*p*-value)** | | **# overlapped genes** | |
| --- | --- | --- | --- | --- | --- |
|  |  | **STEE15 vs Control** | **STEE30 vs Control** | **STEE15 vs Control** | **STEE30 vs Control** |
| **biological process** | | | | | |
| GO:0046578 | regulation of Ras protein signal transduction | 2.85 | 3.06 | 19 | 18 |
| GO:0007188 | adenylate cyclase-modulating G protein-coupled receptor signaling pathway | 4.65 | 4.22 | 27 | 24 |
| GO:0007189 | adenylate cyclase-activating G protein-coupled receptor signaling pathway | 2.36 | 2.03 | 15 | 13 |
| GO:0043408 | regulation of MAPK cascade | 4.25 |  | 56 |  |
| GO:0045859 | regulation of protein kinase activity | 3.38 | 2.48 | 42 | 35 |
| GO:0043410 | positive regulation of MAPK cascade | 2.79 |  | 38 |  |
| GO:0045860 | positive regulation of protein kinase activity | 2.60 | 2.32 | 25 | 22 |
| GO:0001934 | positive regulation of protein phosphorylation | 2.51 | 4.45 | 45 | 48 |
| GO:0001558 | regulation of cell growth | 2.95 |  | 35 |  |
| GO:0019932 | second-messenger-mediated signaling | 3.71 |  | 24 |  |
| GO:0044089 | positive regulation of cellular component biogenesis |  | 5.21 |  | 44 |
| GO:0043406 | positive regulation of MAP kinase activity |  | 2.37 |  | 10 |
| GO:0051091 | positive regulation of DNA-binding transcription factor activity |  | 4.74 |  | 26 |
| GO:0007187 | G protein-coupled receptor signaling pathway, coupled to cyclic nucleotide second messenger |  | 2.03 |  | 7 |
| GO:0008543 | fibroblast growth factor receptor signaling pathway |  | 3.19 |  | 19 |
| GO:0044344 | cellular response to fibroblast growth factor stimulus |  | 2.93 |  | 11 |
| **cellular component** | | | | | |
| GO:1902495 | transmembrane transporter complex | 5.85 | 4.78 | 42 | 36 |
| GO:0043235 | receptor complex | 2.11 |  | 39 |  |
| GO:0032045 | guanyl-nucleotide exchange factor complex |  | 2.30 |  | 4 |
| **molecular function** | | | | | |
| GO:0005085 | guanyl-nucleotide exchange factor activity | 6.33 | 4.43 | 30 | 24 |
| GO:0004672 | protein kinase activity | 3.70 |  | 47 |  |
| GO:0003924 | GTPase activity | 3.42 | 2.05 | 31 | 24 |
| GO:0030551 | cyclic nucleotide binding | 2.77 |  | 7 |  |
| GO:0030552 | cAMP binding | 2.38 | 2.61 | 5 | 5 |
| GO:0051018 | protein kinase A binding | 2.49 |  | 8 |  |
| GO:0019901 | protein kinase binding | 2.64 | 3.05 | 51 | 48 |
| GO:0004016 | adenylate cyclase activity | 2.21 |  | 4 |  |
| GO:0008083 | growth factor activity |  | 3.24 |  | 17 |
| GO:0005324 | long-chain fatty acid transporter activity |  | 2.30 |  | 4 |
| GO:0005319 | lipid transporter activity |  | 2.15 |  | 15 |

**Table S3. A list of the DEGs presented in the heatmap of Figure 6A.**

| **Gene symbol** | **Gene name** | **Fold change** | | ***p* value** | |
| --- | --- | --- | --- | --- | --- |
|  |  | **STEE30 vs Control** | **STEE50 vs Control** | **STEE30 vs Control** | **STEE50 vs Control** |
| ***Mitochondria related genes*** | | | | | |
| *Mtrf1* | mitochondrial translational release factor 1 | 1.21 | 1.36 | 0.1051 | 0.033 |
| *Mterf4* | mitochondrial transcription termination factor 4 | 1.28 | 1.35 | 0.0364 | 0.032 |
| *Sucla2* | succinate-Coenzyme A ligase, ADP-forming, beta subunit | 1.21 | 1.29 | 0.1748 | 0.0241 |
| *Tert* | telomerase reverse transcriptase | 1.04 | 1.29 | 0.7107 | 0.0475 |
| *Cox7b2* | cytochrome c oxidase subunit VIIb2 | -1.02 | 1.26 | 0.8651 | 0.0372 |
| *Cox6a2* | cytochrome c oxidase subunit VIa polypeptide 2 | 1.09 | 1.27 | 0.4407 | 0.0402 |
| *Cox7a1* | cytochrome c oxidase subunit VIIa 1 | -1.03 | -1.24 | 0.7179 | 0.0448 |
| *Cox6b2* | cytochrome c oxidase subunit VIb polypeptide 2 | -1.29 | -1.47 | 0.2138 | 0.0051 |
| *Mfn1* | mitofusin 1 | -1.24 | -1.3 | 0.0514 | 0.0479 |
| *Mtfr2* | mitochondrial fission regulator 2 | -1.54 | -1.37 | 0.0117 | 0.0182 |
| *Atp1b2* | ATPase, Na+/K+ transporting, beta 2 polypeptide | -1.09 | 1.4 | 0.416 | 0.0319 |
| *Atp1b4* | ATPase, (Na+)/K+ transporting, beta 4 polypeptide | -1.05 | -1.39 | 0.7874 | 0.0454 |
| ***Fatty acid metabolism related genes*** | | | | | |
| *Adipoq* | adiponectin, C1Q and collagen domain containing | -1.14 | -1.34 | 0.3819 | 0.0387 |
| *Fabp1* | fatty acid binding protein 1, liver | -1.12 | -1.36 | 0.2999 | 0.0136 |
| *Fabp2* | fatty acid binding protein 2, intestinal | 1.71 | 1.32 | 0.0047 | 0.0436 |
| *Cyp4a10* | cytochrome P450, family 4, subfamily a, polypeptide 10 | 1.26 | 1.26 | 0.0575 | 0.038 |
| *Cyp4a14* | cytochrome P450, family 4, subfamily a, polypeptide 14 | -1 | 1.26 | 0.9851 | 0.038 |
| *Cyp8b1* | cytochrome P450, family 8, subfamily b, polypeptide 1 | -1.23 | -1.31 | 0.0824 | 0.0364 |
| *Slc27a2* | solute carrier family 27 (fatty acid transporter), member 2 | 1.01 | -1.29 | 0.9316 | 0.03 |
| *Slc27a5* | solute carrier family 27 (fatty acid transporter), member 5 | 1.05 | 1.33 | 0.7497 | 0.021 |
| ***Immune and inflammatory signal related genes*** | | | | | |
| **Interleukin** | | | | | |
| *Il12a* | interleukin 12a | -1.09 | 1.34 | 0.3808 | 0.044 |
| *Il12rb1* | interleukin 12 receptor, beta 1 | 1.1 | 1.39 | 0.7258 | 0.0118 |
| *Il23r* | interleukin 23 receptor | 1.24 | 1.34 | 0.2937 | 0.015 |
| *Il1b* | interleukin 1 beta | 1.21 | 1.28 | 0.1065 | 0.0403 |
| *Il19* | interleukin 19 | 1.06 | -1.28 | 0.6371 | 0.0306 |
| *Il1f9* | interleukin 1 family, member 9 | -1.08 | -1.3 | 0.4961 | 0.0456 |
| *Il22* | interleukin 22 | -1.15 | -1.38 | 0.159 | 0.013 |
| *Il3* | interleukin 3 | -1.18 | -1.54 | 0.1548 | 0.0095 |
| *Il2* | interleukin 2 | 1.01 | -1.4 | 0.964 | 0.0367 |
| *Il22ra2* | interleukin 22 receptor, alpha 2 | -1.42 | -1.55 | 0.0091 | 0.0045 |
| **Tumor necrosis factor** | | | | | |
| *Tnf* | tumor necrosis factor | -1.08 | -1.32 | 0.625 | 0.0207 |
| *Tnfrsf8* | tumor necrosis factor receptor superfamily, member 8 | 1.03 | -1.33 | 0.7156 | 0.021 |
| *Tnfsf8* | tumor necrosis factor (ligand) superfamily, member 8 | 1.02 | -1.36 | 0.9304 | 0.0409 |
| *Tnfsf18* | tumor necrosis factor (ligand) superfamily, member 18 | -1.22 | -1.4 | 0.0689 | 0.0241 |
| *Tnfsf10* | tumor necrosis factor (ligand) superfamily, member 10 | -1.26 | -1.45 | 0.1622 | 0.0382 |
| **Complement component** | | | | | |
| *C1qb* | complement component 1, q subcomponent, beta polypeptide | 1.03 | -1.27 | 0.7592 | 0.0348 |
| *C1qtnf9* | C1q and tumor necrosis factor related protein 9 | -1.23 | -1.3 | 0.0817 | 0.0438 |
| *Cfh* | complement component factor h | -1.13 | -1.31 | 0.2287 | 0.0175 |
| *Cr2* | complement receptor 2 | 1.08 | -1.43 | 0.556 | 0.0056 |

**Table S4. A list of the DEGs presented in the heatmap of Figure 6C.**

| **Gene symbol** | **Gene name** | **Fold change** | | ***p* value** | |
| --- | --- | --- | --- | --- | --- |
|  |  | **STEE15 vs Control** | **STEE30 vs Control** | **STEE15 vs Control** | **STEE30 vs Control** |
| ***Mitochondria related genes*** | | | | | |
| *MICU1* | mitochondrial calcium uptake 1 | -1.13 | 1.66 | 0.1759 | 0.0081 |
| *NDUFA4L2* | NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 4-like 2 | 1.33 | 1.64 | 0.0064 | 0.0004 |
| *ATP1A3* | ATPase, Na+/K+ transporting, alpha 3 polypeptide | 1.38 | 1.69 | 0.0009 | 0.0004 |
| *ATP6V1C2* | ATPase, H+ transporting, lysosomal 42kDa, V1 subunit C2 | 1.42 | 1.66 | 0.0032 | 0.0067 |
| ***MAPK signal related genes*** | | | | | |
| *IL1B* | interleukin 1 beta | 1.41 | 1.79 | 0.0091 | 0.0004 |
| *CRKL* | CRK like proto-oncogene, adaptor protein | 1.11 | 1.71 | 0.0689 | 0.0002 |
| *RPS6KA1* | ribosomal protein S6 kinase, 90kDa, polypeptide 1 | 1.49 | 1.73 | 0.0014 | 0.0001 |
| *RASGRP1* | RAS guanyl releasing protein 1 (calcium and DAG-regulated) | 1.5 | 1.5 | 0.0316 | 0.0045 |
| *RASGRP2* | RAS guanyl releasing protein 2 (calcium and DAG-regulated) | 1.85 | 2.01 | 0.0007 | 3.01E-05 |
| *CACNG4* | calcium channel, voltage-dependent, gamma subunit 4 | 1.65 | 1.77 | 0.0006 | 0.0022 |
| *FGF3* | fibroblast growth factor 3 | 1.7 | 1.71 | 0.0002 | 0.0101 |
| *FGF20* | fibroblast growth factor 20 | 1.07 | 1.63 | 0.3579 | 0.0023 |
| *FGF12* | fibroblast growth factor 12 | 1.37 | 1.51 | 0.0085 | 0.0087 |
| *PIK3CG* | phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit gamma | 1.57 | 1.71 | 0.0214 | 0.0002 |
| *MAP3K6* | mitogen-activated protein kinase kinase kinase 6 | 1.22 | 1.54 | 0.0113 | 0.0002 |
| ***cAMP signal related genes*** | | | | | |
| *SCNN1B* | sodium channel, non voltage gated 1 beta subunit | 3.06 | 3.23 | 1.02E-05 | 1.14E-05 |
| *RAPGEF3* | Rap guanine nucleotide exchange factor 3 | 1.66 | 2.29 | 0.0004 | 9.50E-06 |
| *CREB3L1* | cAMP responsive element binding protein 3-like 1 | 1.28 | 1.78 | 0.0131 | 9.25E-05 |
| *CNBD2* | cyclic nucleotide binding domain containing 2 | 3.02 | 1.63 | 0.0006 | 0.0002 |
| *PRKACG* | protein kinase, cAMP-dependent, catalytic, gamma | 1.32 | 1.57 | 0.2144 | 0.0059 |
| *DGKD* | diacylglycerol kinase, delta 130kDa | -1.03 | 1.54 | 0.7072 | 0.0003 |
| *PPP1R1A* | protein phosphatase 1, regulatory (inhibitor) subunit 1A | 1.58 | 1.53 | 0.0117 | 0.0005 |
| ***Fatty acid metabolism related genes*** | | | | | |
| *SLC27A1* | solute carrier family 27 (fatty acid transporter), member 1 | 1.29 | 1.66 | 0.0042 | 0.0002 |
| *LCN12* | lipocalin 12 | 1.19 | 1.73 | 0.1056 | 0.0002 |
| *LCN1* | lipocalin 1 | 1.43 | 1.62 | 0.0035 | 0.0025 |
| *FABP5* | fatty acid binding protein 5 (psoriasis-associated) | -1.26 | -1.55 | 0.0677 | 0.002 |
| *FABP2* | fatty acid binding protein 2, intestinal | -1.48 | -1.63 | 0.0006 | 0.0007 |
| *FABP12* | fatty acid binding protein 12 | -1.48 | -1.63 | 0.0263 | 8.91E-05 |

How the deposited data were processed for this re-analysis (not part of the article)

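Total RNA of C2C12 myotubes was measured on 6 Clariom S Mouse arrays, 2 each for Ctrl-M, STEE30-M and STEE50-M (30 and 50 µg/mL for 6 h), and each array was assigned to its group and replicate number from the sample labels and the paper's methods. The HepG2 arrays of the paper were not analysed here. The authors made the log2 signals by SST-RMA over the 6 arrays together and deposited them with 2 decimals. By the header of the array table this was a GC correction, intensity scaling, background adjustment, quantile normalization and median polish of perfect-match probes, in the Affymetrix Power Tools engine run from Expression Console 1.4.1.46. The value table of the series holds the same values, equal in all 173076 compared.

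The authors' deposited table of their own comparisons holds log2 averages per group, signed linear fold changes, and for each probe set a p-value and an FDR that the authors took from a one-way ANOVA in the Transcriptome Analysis Console. It was used only for comparison and for 1 added rescaling, because its log2 averages lie on another scale than the deposited arrays. The Ctrl-M average has an SD over probe sets of 2.23 in the authors' table and of 3.39 in the per-array values. The Ctrl-M averages of the authors' sheets also differ from each other, by 0.0959 and 0.101 on average. The paper's methods name SST-RMA for the analysis in the Transcriptome Analysis Console, and why the scales differ is not given in the sources used here.

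From the per-array values, array control entries were left out and 22206 probe sets were tested, without a filter on signal. Probe sets were named by the array annotation, 836 of them with several symbols and 3 with none. A probe set counts as above background when its mean over the 6 arrays is above 5.30, the 95th percentile of 1425 probe sets of chemosensory receptors, and 12081 were above it and 10125 were not. The tests were made in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, 3 group means on 6 arrays, prior degrees of freedom 5.75), for STEE30-M against Ctrl-M, STEE50-M against Ctrl-M and STEE50-M against STEE30-M. The thresholds were an unadjusted p under 0.05, which the paper took from a one-way ANOVA, and a fold of at least 1.2. The paper's methods word this fold as a log2 change for C2C12. It was read here as linear, as the signed folds in the authors' table are. Adjusted p-values are by Benjamini-Hochberg over all probe sets. A standard error is that of the log2 fold change. The number of arrays, 2 a group, limits the precision, and no exact test on 2 arrays against 2 can go below p = 0.333.

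For gene lists, the brightest probe set of each symbol was kept, which gave 21154 genes, and 44 lists were tested with camera (preset correlation 0.01 and estimated), with fry and with a two-sided Fisher's exact test of the members at the study thresholds, each adjusted over the lists of a comparison. The genes named are among those the paper names for C2C12, up to 4 members of each list with the smallest p, and per comparison with Ctrl-M the 10 with the largest moderated t among genes above background whose treated arrays both lay on the same side of both control arrays, since no probe set passed the adjusted threshold. Values of Table S3 had been seen when the rule was written. A few genes shared by both doses are named outside this rule, and the text says that they were chosen after their values were seen.

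The tests were tried on simulated data for STEE50-M against Ctrl-M with 22206 probe sets, 20 times, with 100 probe sets changed at each size. A log2 change of 1 was found for 39.95% of them at an adjusted p under 0.05 and for 96.95% at the study thresholds, and a change of 2 for 99.8% and 100%. Of the unchanged probe sets, 4.98% passed the study thresholds, and a mean of 10.05 a run had an adjusted p under 0.05. A list shifted by 0.5 was found in 20 of 20 runs and an unshifted one in 0. These runs drew probe sets independently, so they cannot show how camera behaves when the genes of a list vary together. In the data, camera estimated a correlation of 0.58 for complex I in STEE30-M against Ctrl-M. Calls shared by both doses were set beside 100 simulations of unchanged groups against shared controls. Where 1 of the 6 arrays was left out, the lone array of its group was assumed to vary like the other groups. Apart from this, 14 alternatives were tried. Among them were an unmoderated test, other normalizations, a variance prior that follows the signal and a higher fold minimum. The replicate number as a block and the rescaling to the authors' averages were others. The unmoderated test is called the methods' unmoderated test below, although the paper does not say whether its one-way ANOVA was moderated. The groups, comparisons and their tests, thresholds, background level, gene lists and alternatives were set before the data were examined, except that rescaling and the use of 1 Ctrl-M array for each dose. The tests of explanations in the closing section were set later, and the closing section names those chosen after their results were seen. The enrichment of GO terms, the protein interaction networks and the RT-qPCR of the paper were not repeated here.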

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

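The test of reserve cell markers and the test of dim probe sets in STEE50-M alone were chosen only after the results were seen. Signals in 4 genes that the paper does not discuss stood above both Ctrl-M arrays in both STEE50-M arrays, which the rule that picked them requires. *Slc1a3* was 7.31 ± 0.28 (SD, n = 2) in Ctrl-M and 8.95 ± 0.62 (SD, n = 2) in STEE50-M, a log2 fold change of 1.65. *Padi2* was 7.50 ± 0.04 (SD, n = 2) and 9.18 ± 0.64 (SD, n = 2), a log2 fold change of 1.69. *Adgrg1* was at 1.16 and *Pde4b* at 1.29. None of the 4 had an adjusted p under 0.05 over all probe sets in limma.

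The paper reports a muscle system process term enriched in STEE50-M, and a list of 41 contractile genes, most of which it does not name, had a median log2 fold change of 0.43 there. A shift of all bright probe sets is argued against by 10000 random lists matched on mean signal, in which this median had a percentile of 100 and the upper end of the central 95% was 0.06. A single array may carry the shift, since without STEE50-M replicate 2 the median was -0.005, against 0.305, 0.485 and 0.79 without each of the other 3 arrays. A lower share of undifferentiated cells stays open, since their markers were 0.2 higher in STEE50-M (pooled replicate SD 0.0853) but in STEE50-M replicate 2 were at 9.55, against 9.74 in replicate 1 and 9.48 and 9.41 in Ctrl-M. That array also had the lowest mean signal of proliferation genes, 11.3 against 11.7 in the other STEE50-M array, and of replication-dependent histones, 13.8 against 14.5, and a response to the higher dose stays open as well, untested by more arrays.

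Of the probe sets at or below background, 6.25% passed the study thresholds in STEE30-M and 6.68% in STEE50-M, against 2.28% and 3.68% of those above it, ratios of 2.74 and 1.81. The pooled replicate SD was typically 0.274 for dim probe sets and 0.208 for the others. With a variance prior that follows the mean signal the ratio was 0.977 in STEE50-M, so a larger spread of dim probe sets is a candidate explanation there. In STEE30-M it was still 2.05, which argues against this spread as the whole cause. Chemosensory receptor genes, mostly dim, held 90 higher and 43 lower of 1419 in STEE30-M (Fisher's exact test, adjusted p = 3.74e-19). By the same test they held 64 higher and 51 lower in STEE50-M (1.16e-05) and 51 higher and 86 lower between the doses (2.06e-15). That test takes genes as independent and sets the list against all other genes, not against other dim ones. Dim probe sets pass more often, and the background level was set on these receptors. The test therefore cannot tell receptors from other dim genes. Camera did not call the list (adjusted p = 0.578, 0.981 and 0.184), and no biological explanation was tested.

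The 4 arrays of a comparison can be split into 2 and 2 in 3 ways, too few for a share under 0.05. In a fit of those 4 arrays, STEE50-M against Ctrl-M gave 1331 probe sets and the highest other split 1123, so 1 of the 3 splits gave as many. STEE30-M against Ctrl-M gave 902 and the highest other split 1233, so 3 of the 3 gave as many.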

How the results depend on the processing

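The rescaling to the authors' averages was chosen after seeing the data, and the other alternatives given here were not. No single gene named here had a p adjusted over all probe sets under 0.05 in limma under any setting. Under the methods' unmoderated test, 3 probe sets in STEE30-M, 9 in STEE50-M and 2 between the doses had one, and in each of them the 2 arrays of each group had identical values at the 2 decimals deposited, which leaves that test no spread (*Ctgf* in STEE50-M, at -0.57, is one). Of 402 log2 fold changes of single genes followed over the settings, 28 changed sign, each of them only when an array was left out. Some Table S3 fold changes in STEE30-M lie outside these 402 and turned as well. *Il23r* went from a linear fold of 1.00 to -1.02 under the rescaling. *Cox7b2* (1.08 to -1.06), *Il19* (-1.04 to 1.14) and *Tnfsf8* (-1.08 to 1.19) turned with an array left out. Leaving out 1 array leaves its group with a single array, which limma assumes to vary like the other groups. The series value table equals the array table, so that setting tests nothing, and each alternative set in advance was run. Signal over background limits what the counts can be read for, since 633 of the 909 probe sets at the study thresholds in STEE30-M and 676 of the 1121 in STEE50-M lie at or below the background level. With the replicate number as a block (paired), 920 probe sets passed the study thresholds in STEE30-M, 1157 in STEE50-M and 1090 between the doses, and deviations of arrays with the same number correlated at 0.023, 0.064 and -0.008, so the numbers are not known to pair the cultures. The block moved no count by over 1.5 times and changed the call of no gene list. The cause of the changes below was not tested, except that leaving out probe sets or raising the fold minimum lowers a count by construction.

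The methods' unmoderated test gave 3 probe sets at adjusted p under 0.05 in STEE30-M, 9 probe sets at adjusted p under 0.05 in STEE50-M, 2 at adjusted p under 0.05 between the doses, 645 probe sets at the study thresholds between the doses, 1 list called by camera in STEE50-M, a camera adjusted p of 0.114 for myogenic regulators in STEE50-M, 79 probe sets shared by both doses and 6 of the Table S3 genes at the study thresholds. Leaving out dim probe sets gave 381 probe sets at the study thresholds in STEE30-M, 601 probe sets at the study thresholds in STEE50-M, 475 probe sets at the study thresholds between the doses, 4 lists called by camera in STEE50-M, 6 lists called by camera between the doses, 95 probe sets shared by both doses and 8 of the Table S3 genes at the study thresholds. An estimated correlation gave a camera adjusted p of 0.928 for cholesterol synthesis between the doses, 0 lists called by camera in STEE50-M, 0 lists called by camera between the doses, a camera adjusted p of 0.836 for myogenic regulators in STEE50-M, a camera adjusted p of 0.965 for sarcomere and contraction in STEE50-M and a camera adjusted p of 0.928 for sarcomere and contraction between the doses. A variance prior following intensity gave 4 lists called by camera in STEE50-M and 5 lists called by camera between the doses. Rescaling to the authors' averages gave 1 list called by camera in STEE50-M, a camera adjusted p of 0.0693 for myogenic regulators in STEE50-M and 346 probe sets shared by both doses. A fold minimum of 1.5 gave 144 probe sets shared by both doses. Lists not called otherwise passed camera under these settings, with these adjusted p. With a variance prior following intensity: HIF and glycolysis between the doses 0.0436, cholesterol synthesis in STEE50-M 0.00431, myogenic regulators between the doses 0.0436, proliferation in STEE50-M 0.0313, proliferation between the doses 0.0263. With dim probe sets left out: cAMP and CREB targets in STEE50-M 0.0490, chemosensory receptors between the doses 0.0289, cholesterol synthesis in STEE50-M 0.0139, fatty acid synthesis between the doses 0.0181, keratin-associated proteins and defensins between the doses 0.0269, proliferation between the doses 0.0181. With the methods' unmoderated test: fatty acid synthesis between the doses 0.0135.

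The direction of a list in camera turned under these settings, with these adjusted p. With quantile normalization: between the doses ATF4 and unfolded protein response 0.964, fatty acid omega-oxidation 0.986. With dim probe sets left out: between the doses ATF4 and unfolded protein response 0.949, MAPK feedback genes 0.958, fatty acid omega-oxidation 0.798, mitophagy and autophagy 0.986, osteoblast markers 0.704, in STEE30-M PGC-1 coactivators and partners 0.991, TNF superfamily 0.991, adipocyte markers 0.991, chemokines 0.998, circadian clock 0.991, fatty acid omega-oxidation 0.991, interferon-stimulated genes 0.991, keratin-associated proteins and defensins 0.834, in STEE50-M chemosensory receptors 0.702, fatty acid omega-oxidation 0.809, fatty acid oxidation 0.884, osteoblast markers 0.702. With the rescaling to the authors' averages: between the doses ATF4 and unfolded protein response 0.976, mitophagy and autophagy 0.989, in STEE50-M TCA cycle 0.983, chemokines 0.983, mitophagy and autophagy 0.983, in STEE30-M adipocyte markers 0.995, atrophy genes 0.990, mitophagy and autophagy 0.995, mtDNA transcription and translation 0.990, respiratory complexes II and III 0.995. With the methods' unmoderated test: in STEE30-M TCA cycle 0.866, adipocyte markers 0.913, atrophy genes 0.866, immediate early genes 0.913, interferon-stimulated genes 0.866, mitophagy and autophagy 0.866, respiratory complexes II and III 0.913, in STEE50-M chemokines 0.927, circadian clock 0.888, fatty acid oxidation 0.938, between the doses cytosolic ribosomal proteins 0.898, fatty acid uptake and binding 0.966, mitophagy and autophagy 0.978, p53 targets 0.918. With a variance prior following intensity: in STEE50-M TCA cycle 0.9996, osteoblast markers 0.995, in STEE30-M immediate early genes 0.996, mitophagy and autophagy 0.996, proliferation 0.996, respiratory complexes II and III 0.993. With a fit of the 4 arrays compared: in STEE30-M adipocyte markers 0.997, mitophagy and autophagy 0.967. With median centring: in STEE50-M chemosensory receptors 0.987. With the replicate block: in STEE50-M chemosensory receptors 0.940, in STEE30-M respiratory complexes II and III 0.988. With probe sets of a gene averaged: between the doses cytosolic ribosomal proteins 0.981.

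Leaving out each array in turn gave the lowest and highest values below. They are given for counts that moved by over 1.5 times and lists whose call or direction changed. Genes whose direction changed are given from the single-gene fold changes followed above. Leaving out an array that a comparison does not use gives the fit of the arrays compared alone. For STEE50-M against Ctrl-M the highest count, and between the doses the lowest, come from such fits. Counts: STEE30-M against Ctrl-M, probe sets at the study thresholds 616 to 1503, STEE50-M against Ctrl-M, probe sets at the study thresholds 658 to 1331, STEE50-M against STEE30-M, probe sets at the study thresholds 821 to 1579, fixed gene lists 2 to 5, fixed gene lists, STEE30-M against Ctrl-M 0 to 4, fixed gene lists, STEE50-M against STEE30-M 1 to 4, probe sets shared by STEE30-M and STEE50-M 140 to 320, study heatmap list 4 to 21. Adjusted p of lists between the doses: cholesterol synthesis 0.000137 to 0.376, sarcomere and contraction 1.56e-21 to 0.669, ATF4 and unfolded protein response 0.330 to 0.910, ATP synthase 0.0795 to 0.908, MAPK feedback genes 0.352 to 0.970, NF-kB targets 0.141 to 0.815, NRF2 targets 0.156 to 0.908, TCA cycle 0.237 to 0.992, aryl hydrocarbon receptor targets 0.378 to 0.860, atrophy genes 0.144 to 0.897, chemokines 0.141 to 0.910, chemosensory receptors 0.00845 to 0.970, circadian clock 0.352 to 0.912, cytosolic ribosomal proteins 0.113 to 0.992, fatty acid omega-oxidation 0.561 to 0.908, fatty acid oxidation 0.352 to 0.970, immediate early genes 0.352 to 0.860, keratin-associated proteins and defensins 0.0584 to 0.970, leukocyte markers 0.0557 to 0.970, mitochondrial fusion and fission 0.615 to 0.895, mitochondrial ribosome 0.00161 to 0.930, mitophagy and autophagy 0.352 to 0.895, osteoblast markers 0.477 to 0.908, p53 targets 0.378 to 0.897, proliferation 4.32e-05 to 0.906, replication-dependent histones 7.94e-10 to 0.895, reserve cell and myoblast markers 0.350 to 0.808, respiratory complex I 0.00428 to 0.789, respiratory complex IV 0.176 to 0.910, respiratory complexes II and III 0.277 to 0.919. Adjusted p of lists in STEE50-M: myogenic regulators 0.00685 to 0.324, sarcomere and contraction 6.78e-26 to 0.943, ATF4 and unfolded protein response 0.249 to 0.816, ATP synthase 0.310 to 0.919, NF-kB targets 0.0291 to 0.659, NRF2 targets 0.0917 to 0.987, TCA cycle 0.197 to 0.952, adipocyte markers 0.559 to 0.995, chemokines 0.274 to 0.875, chemosensory receptors 0.273 to 0.961, cholesterol synthesis 0.00328 to 0.590, cytosolic ribosomal proteins 0.00212 to 0.820, fatty acid oxidation 0.501 to 0.961, heat shock 0.559 to 0.995, interleukins and receptors 0.249 to 0.995, leukocyte markers 0.188 to 0.813, metallothioneins and zinc transport 0.407 to 0.952, mitochondrial fusion and fission 0.273 to 0.979, mitochondrial ribosome 0.324 to 0.933, mitophagy and autophagy 0.407 to 0.835, osteoblast markers 0.835 to 0.993, p53 targets 0.407 to 0.943, proliferation 3.83e-05 to 0.813, replication-dependent histones 3.15e-11 to 0.979, reserve cell and myoblast markers 0.0291 to 0.620, respiratory complex I 0.262 to 0.835, respiratory complex IV 0.369 to 0.987, respiratory complexes II and III 0.492 to 0.898. Adjusted p of lists in STEE30-M: ATF4 and unfolded protein response 0.497 to 0.967, ATP synthase 0.185 to 0.997, HIF and glycolysis 0.441 to 0.997, MAPK feedback genes 0.278 to 0.972, NF-kB targets 0.497 to 0.968, NRF2 targets 0.819 to 0.997, PGC-1 coactivators and partners 0.834 to 0.997, TCA cycle 0.819 to 0.997, adipocyte markers 0.925 to 0.997, aryl hydrocarbon receptor targets 0.441 to 0.997, atrophy genes 0.441 to 0.997, chemokines 0.442 to 0.997, cholesterol synthesis 0.185 to 0.997, circadian clock 0.513 to 0.997, cytosolic ribosomal proteins 0.00384 to 0.997, fatty acid oxidation 0.589 to 0.967, heat shock 0.586 to 0.997, immediate early genes 0.522 to 0.997, interferon-stimulated genes 0.822 to 0.997, interleukins and receptors 0.441 to 0.997, keratin-associated proteins and defensins 0.311 to 0.997, metallothioneins and zinc transport 0.605 to 0.9999, mitochondrial ribosome 0.00900 to 0.967, mitophagy and autophagy 0.441 to 0.997, mtDNA transcription and translation 0.834 to 0.997, osteoblast markers 0.770 to 0.997, p53 targets 0.441 to 0.997, proliferation 0.185 to 0.997, replication-dependent histones 0.0179 to 0.997, respiratory complex I 0.00900 to 0.967, respiratory complex IV 0.441 to 0.997, respiratory complexes II and III 0.441 to 0.997, sarcomere and contraction 0.00904 to 0.997. Log2 fold changes in STEE30-M: *Acsl1* -0.015 to 1.09, *Bag3* -0.17 to 0.61, *Ccl7* -0.025 to 0.50, *Cyp1a1* -0.045 to 0.46, *Cyp1b1* -0.025 to 0.63, *Hsph1* -0.41 to 0.14, *Mt4* -0.02 to 0.66, *Mtfr1* -0.08 to 0.44, *Mvk* -0.54 to 0.07, *Myl2* -0.055 to 1.27, *Notch1* -0.005 to 0.65, *Pfkm* -0.035 to 0.43, *Pmaip1* -0.64 to 0.12, *Pmvk* -0.69 to 0.065, *Retn* -0.17 to 0.68, *Ttn* -0.92 to 0.04. Log2 fold changes in STEE50-M: *Aen* -0.05 to 0.44, *Cox7b2* -0.15 to 0.25, *Eda2r* -0.03 to 0.54, *Grb10* -0.01 to 0.65, *Hspd1* -0.31 to 0.005, *Hspe1* -0.38 to 0.055, *Id1* -0.03 to 0.59, *Idh3a* -0.25 to 0.015, *Lep* -0.74 to 0.025, *Pdha1* -0.67 to 0.12, *Pparg* -0.91 to 0.14, *Uqcrh* -0.29 to 0.045.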

Differences from the paper's values

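The paper's count of genes lower at both doses is 86, and 130 probe sets were lower at both in the per-array values at the same thresholds. In the authors' deposited table, 87 probe sets were lower and 89 higher at both doses at these thresholds. The per-array count came within 1.5 times the paper's with a variance prior following intensity (96), median centring (111) and quantile normalization (122). It also did so with a fold minimum of 1.5 (82), which lowers the count by construction. Leaving out Ctrl-M replicate 1, STEE30-M replicate 2, STEE50-M replicate 1 or STEE50-M replicate 2 also brought it within that range. None of the other alternatives set before the data were examined did. Counts at each dose and the 90 probe sets higher at both were within 1.5 times the paper's. The per-array values and the authors' deposited averages lie on different scales and correlate at 0.912 over probe sets for Ctrl-M, so they differ by more than a change of log base.

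For folds of 1.2 to 1.4 and higher in STEE30-M, the paper shows about 280 in Fig. 3C, read by eye, and the per-array values gave 15, with no alternative set before the data were examined closing the gap. For folds of 1.2 to 1.4 and lower in STEE30-M, the paper shows about 260 in Fig. 3C, read by eye, and the per-array values gave 12, within 1.5 times the paper's count with the methods' unmoderated test (208). For folds of 1.4 to 1.7 and higher in STEE30-M, the paper shows about 180 in Fig. 3C, read by eye, and the per-array values gave 302, within 1.5 times the paper's count with a variance prior following intensity (212) and a fold minimum of 1.5 (210). For folds of 1.4 to 1.7 and lower in STEE30-M, the paper shows about 180 in Fig. 3C, read by eye, and the per-array values gave 304, within 1.5 times the paper's count with a variance prior following intensity (205), median centring (267), dim probe sets left out (140), STEE30-M replicate 2 left out (267) and a fold minimum of 1.5 (200). For folds of 1.7 to 2.0 and higher in STEE30-M, the paper shows about 25 in Fig. 3C, read by eye, and the per-array values gave 100, within 1.5 times the paper's count with the methods' unmoderated test (33). For folds of 1.7 to 2.0 and lower in STEE30-M, the paper shows about 20 in Fig. 3C, read by eye, and the per-array values gave 101, within 1.5 times the paper's count with the methods' unmoderated test (15). For folds over 2.0 and higher in STEE30-M, the paper shows about 2 in Fig. 3C, read by eye, and the per-array values gave 35, within 1.5 times the paper's count with dim probe sets left out (3). For folds over 2.0 and lower in STEE30-M, the paper shows about 1 in Fig. 3C, read by eye, and the per-array values gave 40, with no alternative set before the data were examined closing the gap. For folds of 1.2 to 1.4 and higher in STEE50-M, the paper shows about 380 in Fig. 3C, read by eye, and the per-array values gave 15, with no alternative set before the data were examined closing the gap. For folds of 1.2 to 1.4 and lower in STEE50-M, the paper shows about 480 in Fig. 3C, read by eye, and the per-array values gave 20, with no alternative set before the data were examined closing the gap. For folds of 1.4 to 1.7 and higher in STEE50-M, the paper shows about 170 in Fig. 3C, read by eye, and the per-array values gave 346, within 1.5 times the paper's count with the methods' unmoderated test (137), dim probe sets left out (208), STEE50-M replicate 1 left out (220), STEE50-M replicate 2 left out (217) and a fold minimum of 1.5 (228). For folds of 1.4 to 1.7 and lower in STEE50-M, the paper shows about 240 in Fig. 3C, read by eye, and the per-array values gave 415, within 1.5 times the paper's count with the methods' unmoderated test (161), a variance prior following intensity (308), dim probe sets left out (194), STEE50-M replicate 1 left out (206), STEE50-M replicate 2 left out (237) and a fold minimum of 1.5 (258). For folds of 1.7 to 2.0 and higher in STEE50-M, the paper shows about 18 in Fig. 3C, read by eye, and the per-array values gave 122, with no alternative set before the data were examined closing the gap. For folds of 1.7 to 2.0 and lower in STEE50-M, the paper shows about 27 in Fig. 3C, read by eye, and the per-array values gave 126, within 1.5 times the paper's count with the methods' unmoderated test (38) and dim probe sets left out (29). For folds over 2.0 and higher in STEE50-M, the paper shows about 5 in Fig. 3C, read by eye, and the per-array values gave 40, within 1.5 times the paper's count with the methods' unmoderated test (7). For folds over 2.0 and lower in STEE50-M, the paper shows about 2 in Fig. 3C, read by eye, and the per-array values gave 37, with no alternative set before the data were examined closing the gap. Under a fold minimum of 1.5, the range of 1.4 to 1.7 keeps only folds from 1.5 upward, unlike the paper's range. Leaving out dim probe sets also lowers a count by construction. Of the calls in the authors' deposited table, 78.4% in STEE30-M and 74.6% in STEE50-M were dim. Counts under these 2 settings therefore cannot tell why the ranges differ.

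Of 78 fold changes of Table S3, 72 had the same sign here, 61 lay within the replicate SD that limma estimates and 63 were larger in size here. A negative fold is a fall. The settings named are those set before the data were examined under which the difference lies within the larger error, and all others left it outside. Leaving out an array widens that error. Where the fold stays the same or moves further from the paper's, the gap closed only because the error was wider. *Mterf4* in STEE30-M had a linear fold of 1.56, the paper's being 1.28, and the gap closed with Ctrl-M replicate 1 left out (1.54), Ctrl-M replicate 2 left out (1.58) and STEE30-M replicate 2 left out (1.52). *Mterf4* in STEE50-M had a linear fold of 1.64, the paper's being 1.35, and the gap closed with Ctrl-M replicate 1 left out (1.62), Ctrl-M replicate 2 left out (1.66) and STEE50-M replicate 2 left out (1.42). *Sucla2* in STEE50-M had a linear fold of 1.55, the paper's being 1.29, and the gap closed with a variance prior following intensity (1.55), Ctrl-M replicate 1 left out (1.48), Ctrl-M replicate 2 left out (1.61) and STEE50-M replicate 2 left out (1.39). *Cox7b2* in STEE30-M had a linear fold of 1.08, the paper's being -1.02, and the gap closed with Ctrl-M replicate 2 left out (-1.06). *Cox7b2* in STEE50-M had a linear fold of 1.04, the paper's being 1.26, and the gap closed with Ctrl-M replicate 1 left out (1.19) and STEE50-M replicate 1 left out (1.04). *Cox6a2* in STEE50-M had a linear fold of 1.72, the paper's being 1.27, and the gap closed with STEE50-M replicate 2 left out (1.49). *Fabp2* in STEE30-M had a linear fold of 2.23, the paper's being 1.71, and the gap closed with Ctrl-M replicate 2 left out (2.06) and STEE30-M replicate 2 left out (1.99). *Fabp2* in STEE50-M had a linear fold of 1.81, the paper's being 1.32, and the gap closed with STEE50-M replicate 1 left out (1.50). *Cyp4a10* in STEE30-M had a linear fold of 1.52, the paper's being 1.26, and the gap closed with Ctrl-M replicate 2 left out (1.41) and STEE30-M replicate 1 left out (1.46). *Il23r* in STEE30-M had a linear fold of 1.00, the paper's being 1.24, and the gap closed with the methods' unmoderated test (1.00), Ctrl-M replicate 2 left out (1.02) and STEE30-M replicate 1 left out (1.30). *Il19* in STEE30-M had a linear fold of -1.04, the paper's being 1.06, and the gap closed with STEE30-M replicate 1 left out (1.14). *Il2* in STEE30-M had a linear fold of -1.24, the paper's being 1.01, and no alternative closed the gap. *Il22ra2* in STEE30-M had a linear fold of -1.89, the paper's being -1.42, and the gap closed with Ctrl-M replicate 1 left out (-1.62). *Il22ra2* in STEE50-M had a linear fold of -1.82, the paper's being -1.55, and the gap closed with a variance prior following intensity (-1.82), median centring (-1.80), quantile normalization (-1.79), Ctrl-M replicate 1 left out (-1.55), STEE50-M replicate 1 left out (-1.85) and STEE50-M replicate 2 left out (-1.78). *Tnf* in STEE30-M had a linear fold of -1.37, the paper's being -1.08, and the gap closed with Ctrl-M replicate 2 left out (-1.16) and STEE30-M replicate 1 left out (-1.31). *Tnfsf8* in STEE30-M had a linear fold of -1.08, the paper's being 1.02, and the gap closed with Ctrl-M replicate 1 left out (1.19) and STEE30-M replicate 1 left out (1.16). *Tnfsf10* in STEE30-M had a linear fold of -1.72, the paper's being -1.26, and the gap closed with Ctrl-M replicate 2 left out (-1.53) and STEE30-M replicate 1 left out (-1.42).

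Rescaling the arrays to the authors' averages, chosen after seeing the values, brought *Mterf4* in STEE30-M (1.22), *Sucla2* in STEE50-M (1.25), *Cox7b2* in STEE50-M (1.10) and *Cox6a2* in STEE50-M (1.27) within the replicate SD, but left 34 of 79 folds outside it, against 17 without rescaling, and 18 of the Table S3 genes missed the study thresholds after it, against 19 before. It brought the counts of folds of 1.4 to 1.7 to 193 higher in STEE30-M, 232 lower in STEE30-M, 209 higher in STEE50-M and 193 lower in STEE50-M. The other ranges stayed over 1.5 times away from the paper's in each group, and folds over 2.0 moved further from them, to 126 higher in STEE30-M, 96 lower in STEE30-M, 116 higher in STEE50-M and 102 lower in STEE50-M.

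The paper's text gives *Mterf4* as downregulated in STEE30-M, while Table S3 has it higher, and its log2 fold change here was 0.64. The text names *Tnfrsf18* among the lower genes of STEE50-M where Table S3 has *Tnfrsf8*, which was at -0.59 here. It counts *Il12rb1* among downregulated and *Tnf* among upregulated nodes of Fig. 7A, while Table S3 has the opposite for both and their values here were 0.43 and -0.62. Of the 39 Table S3 genes that the paper calls in STEE50-M, 20 passed the study thresholds here, and all 39 had the paper's direction.

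Of the 19 that did not pass, settings other than the one reported here called some in the direction of Table S3. With a fit of the 4 arrays compared, *Tert*, *Tnfsf8* and *Tnfsf10* passed. With the methods' unmoderated test, *Cox7a1*, *Il19* and *Il1f9* passed. With median centring, *Tert* passed. With quantile normalization, *Tert* and *Il12a* passed. With dim probe sets left out, *Cox7a1* and *Il12a* passed. With the replicate block, *Tert* and *Tnfsf10* passed. With Ctrl-M replicate 2 left out, *Tnfsf8* passed. Leaving out either STEE30-M array gives this comparison the same fit as that of the 4 arrays compared, so it adds no further setting. With STEE50-M replicate 2 left out, *Tert* and *Adipoq* passed. With the rescaling, chosen after seeing the values, *Tert*, *Cyp4a10*, *Il12a*, *Il1b*, *Il1f9* and *Tnfsf18* passed. No setting called *Cox7b2*, *Cyp8b1*, *Slc27a2*, *Slc27a5*, *Il12rb1*, *Il2*, *C1qb* or *C1qtnf9*.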

Other observations

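Genes of the cell cycle had lower values in STEE50-M than in Ctrl-M without passing the test. Of 25 proliferation genes, 19 had a negative log2 fold change (median -0.18, camera adjusted p = 0.0993 from limma) and none passed the study thresholds, with the mitotic activator *Cdc20* at -0.55 and the replication helicase genes *Mcm2* and *Mcm3* both at -0.39. With single arrays left out that p ranged from 3.83e-05 without STEE50-M replicate 1 to 0.813 without STEE50-M replicate 2, where the direction turned, and over the other alternatives from 0.0313 with a variance prior following intensity to 0.965 with an estimated correlation. Of 26 genes of glycolysis and of HIF, 3 were lower in STEE50-M than in STEE30-M and 23 did not pass (median -0.155, camera adjusted p = 0.102, from 0.0436 with a variance prior following intensity to 0.928 with an estimated correlation over all alternatives). They were *Ankrd37* and *Car9*, hypoxia-induced genes at signals below background, at -0.78 and -0.70, and *Pfkfb3*, which makes an activator of glycolysis, at -0.61. The list was called in fry's mixed test (adjusted p = 0.00675, and 0.00845 against Ctrl-M), which allows for both directions and does not compare the list with other genes, while no gene was higher in either comparison. Against Ctrl-M, *Pfkp* was at -0.52 and *Pfkm*, the muscle isoform, at 0.49, neither passing. Of 16 genes of fatty acid synthesis, 14 had a negative value between the doses (median -0.14, camera adjusted p = 0.164, fry mixed adjusted p = 0.0311, and 0.0163 against Ctrl-M). That camera p was 0.0135 with the methods' unmoderated test, 0.0181 with dim probe sets left out and up to 0.928 under the other alternatives. In this list *Acaca*, acetyl-CoA carboxylase, was the 1 gene that passed the study thresholds, at -0.61. Of 68 cytosolic ribosomal protein genes none passed at either dose, and 53 had a positive value in STEE30-M (median 0.065, camera adjusted p = 0.578). That p was 0.00384 without STEE30-M replicate 1 and 0.00550 without Ctrl-M replicate 2, but the direction turned without Ctrl-M replicate 1 (0.997) and without STEE30-M replicate 2 (0.787), and over the other alternatives it ranged from 0.107 to 0.997.

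Stress and signalling lists were not called by camera in STEE50-M. The camera adjusted p was 0.459 for NRF2 targets, 0.627 for aryl hydrocarbon receptor targets and for ATF4 and the unfolded protein response, 0.742 for p53 targets, 0.892 for heat shock, 0.763 for metallothioneins and 0.569 for immediate early genes, MAPK feedback genes, clock genes, atrophy genes and histones. For histones it was 3.15e-11 without STEE50-M replicate 2 (median 0.375), 5.15e-07 in the other direction without STEE50-M replicate 1 (median -0.315) and 0.379 to 0.979 without each of the other arrays. It was 0.893 for mitophagy and for osteoblast markers, 0.627 for leukocyte markers and 0.389 for keratin-associated proteins and defensins. Of 22 genes of mtDNA transcription and translation, *Mterf4* and *Mtrf1*, the latter at a signal below background, were higher (camera adjusted p = 0.569), and of 14 of mitochondrial fusion and fission, *Mfn1* and *Mtfr2* were lower (camera adjusted p = 0.579). In STEE30-M no list was called by camera, and the smallest adjusted p was 0.578, while with 1 array left out up to 4 lists were called. In fry's test for a common direction no list was called in any of the 3 comparisons.

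In the authors' deposited table, 78.4% of the 954 probe sets at their thresholds in STEE30-M and 74.6% of 1324 (the paper's count is 1326) in STEE50-M lay at or below the background level set here, a class that holds 45.6% of all probe sets. The smallest FDR in the authors' deposited table was 1 in STEE30-M and 0.8256 in STEE50-M. Of the authors' calls, 461 (48.3%) and 631 (47.7%) passed here too. Across probe sets, which are not independent replicates, log2 fold changes in the authors' deposited table correlated with those from the arrays at 0.846 and 0.876, and those from the arrays had an SD 1.43 and 1.46 times as large. The share of unchanged probe sets that limma estimated from the p-values (lfdr) was 99.998% in STEE30-M and 99.65% in STEE50-M. Both treated arrays lay on the same side of both control arrays for 30.2% and 34.7% of probe sets, where chance gives 33.3%.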
